# Long non-coding RNAs involved in *Drosophila* development and regeneration

**DOI:** 10.1093/nargab/lqae091

**Published:** 2024-08-16

**Authors:** Carlos Camilleri-Robles, Raziel Amador, Marcel Tiebe, Aurelio A Teleman, Florenci Serras, Roderic Guigó, Montserrat Corominas

## Abstract

The discovery of functional long non-coding RNAs (lncRNAs) changed their initial concept as transcriptional noise. LncRNAs have been identified as regulators of multiple biological processes, including chromatin structure, gene expression, splicing, mRNA degradation, and translation. However, functional studies of lncRNAs are hindered by the usual lack of phenotypes upon deletion or inhibition. Here, we used *Drosophila* imaginal discs as a model system to identify lncRNAs involved in development and regeneration. We examined a subset of lncRNAs expressed in the wing, leg, and eye disc development. Additionally, we analyzed transcriptomic data from regenerating wing discs to profile the expression pattern of lncRNAs during tissue repair. We focused on the lncRNA *CR40469*, which is upregulated during regeneration. We generated *CR40469* mutant flies that developed normally but showed impaired wing regeneration upon cell death induction. The ability of these mutants to regenerate was restored by the ectopic expression of *CR40469*. Furthermore, we found that the lncRNA *CR34335* has a high degree of sequence similarity with *CR40469* and can partially compensate for its function during regeneration in the absence of *CR40469*. Our findings point to a potential role of the lncRNA *CR40469* in *trans* during the response to damage in the wing imaginal disc.

## Introduction

Long non-coding RNAs (lncRNAs) are defined as transcripts longer than 200 nucleotides that lack protein-coding potential. They have been mostly identified in high-throughput transcriptomic studies and are quite abundant in metazoa (1–3). They tend to show low sequence conservation (1,3), although they may show other conservation signatures such as positional conservation or synteny, structural conservation, or functional convergence (4). Many do not produce observable phenotypes upon mutation (5,6), and the vast majority have not been assigned to a putative function (7). Moreover, the expression of lncRNAs is generally lower and highly tissue- and stage-specific when compared to that of protein-coding genes (1,3,8), hampering their proper characterization. In recent years, a small proportion of annotated lncRNAs have been functionally characterized and described to participate in the regulation of almost every step of gene expression (9). Multiple lncRNAs are known to regulate the expression of overlapping or nearby protein-coding genes (10,11), but some are also capable of influencing the expression of genomically distant genes in *trans* (12,13). LncRNAs can interact with DNA, RNAs, proteins, and even membrane lipids, showing diverse subcellular distributions (14,15).

LncRNAs are involved in multiple developmental processes, including the regulation of Hox genes (16), the regulation of chromatin accessibility in dosage compensation mechanisms (17), and the development of organs such as the brain (18) and heart (19). Alterations in the expression of lncRNAs have also been described for several diseases, including cancer (20,21), cardiovascular diseases (22) and neurological disorders (23). In fact, the public database LncRNADisease v2.0 currently describes more than 1700 experimentally validated lncRNA-disease associations (24), highlighting lncRNAs as potential tools to understand the mechanisms and prognosis of multiple diseases. Moreover, changes in lncRNA expression have been found in the hypoxia response pathway and in response to various stress conditions including oxidative stress, heat-shock and DNA damage (25).

The number of annotated lncRNAs varies greatly from one species to another. While the numbers of annotated protein-coding genes and lncRNAs are similar in humans and mice, the number of lncRNAs is considerably lower in *Drosophila melanogaster* and *Caenorhabditis elegans* (26). Despite this, some lncRNA features are shared between mammals and *Drosophila*, including the transcript length and the proportion of genic/intergenic lncRNAs (26). Moreover, some lncRNAs function similarly in different species, such as the lncRNAs *Xist* and *roX1/roX2*, which recruit the chromatin-modifying complexes that drive the dosage compensation mechanisms in mammals and flies, respectively (17,27).

The expression of lncRNAs has been extensively characterized throughout *Drosophila* embryogenesis and larval development, revealing a highly temporally restricted expression profile, especially at the late embryonic and late larval stages, which are critical times for developmental transitions (28,29). The subcellular localization of 103 lncRNAs has also been determined over the course of embryogenesis and in the late third instar larval tissues (14). However, there is no detailed information regarding lncRNA expression in imaginal discs at different stages of development or after damage.

*Drosophila* imaginal discs are larval epithelial sacs that give rise to the adult structures after differentiation during metamorphosis. Each imaginal disc develops from a cluster of a few cells in the embryo and its morphology and size matures during the larval stages. Mature discs undergo major morphogenetic events during metamorphosis (30). Third instar larval imaginal discs also present a high capacity to regenerate following a physical injury (31,32) or after genetic ablation (33–35). Upon damage, early signals that include calcium waves and reactive oxygen species (ROS) are propagated from the dying cells to the neighboring living cells, activating a series of signaling pathways that are required for wound healing and regenerative growth (36–38). The activation of these pathways leads to a burst of active transcription at the early stages of regeneration (39), activating, among others, the transcription factor *Ets21C*, which is described to orchestrate a regeneration-specific gene regulatory network (40).

In this work, we analyzed the expression of lncRNAs in different imaginal discs during larval and pupal stages, as well as in the regeneration of wing discs. We found that the intergenic lncRNA *CR40469* is required for regeneration, but not in development. The recovery of the regeneration capacity of *CR40469* mutants with the addition of ectopic *CR40469* led us to hypothesize about a putative *trans*-acting role after damage. Additionally, we found that *CR40469* and a second lncRNA, *CR34335*, share a high sequence similarity. Despite showing opposite expression profiles, the ectopic expression of *CR34335* also rescued the regeneration capacity of *CR40469* mutants, suggesting that it may compensate for the function of *CR40469* in its absence.

A Catalan version of the abstract of the article can be found at: https://doi.org/10.5281/zenodo.13258939.

## Materials and methods

### Reagents

**Table:** 

Reagent name	Source	Identifier
Anti-Digoxigenin-POD, Fab fragments	Invitrogen	11207733910
DIG RNA labeling mix	Roche	11277073910
EcoRI, High Fidelity	New England Biolabs	R3101
EZNA Cycle pure kit	Omega Biotek	D7043-01
Fast Start Universal SYBR Green Master (Rox)	Roche	4913850001
HpaI	New England Biolabs	R0105S
KpnI	Promega	R6341
M-MLV Reverse Transcriptase	Invitrogen	10338842
MinElute PCR purification kit	Qiagen	28004
MinElute Reaction Cleanup kit	Qiagen	28204
Quick-RNA Microprep	Zymo Research	R1050
RNA Clean and Concentrator-5	Zymo Research	R1013
RQ1 Rnase-free DNAse	Promega	M6101
T3 RNA Polymerase	Promega	P2083
T4 DNA Ligase	New England Biolabs	M0202S
T7 RNA Polymerase	Promega	P2075
Taq DNA Polymerase recombinant	Invitrogen	EP0402
TSA-Plus TMR	Perkin Elmer	NEL742001KT

### Biological resources

**Table:** 

***Drosophila* strain**	**Source**	**Identifier**
*Canton S* (wild type strain)	Bloomington *Drosophila* Stock Centre	RRID:SCR_64349
*CR34335^-/-^*	Bloomington *Drosophila* Stock Centre	RRID:SCR_23825
*CR40469^-/-^*	This paper	N/A
*lexO-rpr*	(36)	N/A
*nub-Gal4*	(41)	RRID:SCR_86108
*sal^E/Pv^-LHG*	(36)	N/A
*tub-Gal80^TS^*	Bloomington *Drosophila* Stock Centre	RRID:SCR_7017
*UAS-CR34335*	This paper	N/A
*UAS-CR40469*	This paper	N/A

### Software resources

**Table:** 

**Software and algorithms**	**Source**	**Identifier**
Adobe Illustrator 2017	Adobe	RRID:SCR_010279
ClustalOmega	EMBL-EBI	RRID:SCR_001591
DESeq2	(42)	RRID:SCR_015687
FEELnc	(43)	N/A
Fiji	(44)	RRID: SCR_002285
Grape-nf	https://github.com/guigolab/grape-nf	N/A
GraphPad Prism 8	GraphPad	RRID: SCR_002798
Microsoft Excel 2016	Microsoft	RRID:SCR_016137
ORFinder	NCBI	RRID:SCR_016643
Panther Gene Ontology	(45)	RRID:SCR_004869
RSEM	(46)	RRID:SCR_013027
STAR	(47)	N/A
UCSC Genome Browser	(48)	RRID:SCR_005780

### Expression and specificity during development

RNA-seq samples from the wing, eye and leg discs of third instar larvae (L3, 110–115 h after egg laying), early pupae (120–130 h), and late pupae (225–235 h) obtained from Ruiz-Romero *et al.* (49) (ArrayExpress accession number: E-MTAB-10879) were used to identify the expressed genes. Genes and transcripts were quantified in transcripts per kilobase million (TPMs) using RSEM v1.2.21 (46). The average TPMs for each gene in each sample was calculated as the average TPMs for two biological replicates. Only genes with an expression of at least 1 TPM were considered expressed. Genes aligned to non-canonical chromosomes were discarded. A total of 13957 protein-coding genes and 2455 lncRNAs were considered (FlyBase genome annotation version r6.29 (50,51)).

Genes were considered tissue-specific if their expression was at least 1 TPM in only one particular tissue, independent of the developmental stages in which they were expressed. Stage-specific genes had an expression of at least 1 TPM in only one particular developmental stage, independent of the tissues in which they were expressed.

### LncRNA classification and association with protein-coding genes (PCGs)

LncRNAs were classified with respect to their genome location using the classification module of the FEELnc pipeline (43). FEELnc received the 2455 annotated lncRNAs from the FlyBase genome annotation version r6.29 as input, classifying the lncRNAs into three broad groups: lncRNAs not overlapping with any other PCGs were considered intergenic, lncRNAs located within an intron of a PCG were classified as genic intronic, and lncRNAs overlapping by at least 1 bp with an exonic sequence of a PCG were classified as genic exonic. The classification was mutually exclusive in the following rank: genic exonic > genic intronic > intergenic.

Intergenic lncRNAs were associated with the closest PCG by measuring the end-to-end distance, independent of the expression, orientation, and direction of transcription. Genic intronic and genic exonic lncRNAs were paired with their overlapping PCGs. For lncRNAs overlapping with multiple PCGs, we only considered the gene showing more overlapping nucleotides.

### Expression profile and lncRNA-PCG pair classification

The expressed lncRNAs shown in Figure 1B and their associated PCGs (Supplemental Table S1) were each classified as increasing (lowest expression in L3 and highest expression in LP), decreasing (lowest expression in LP and highest expression in L3), peak (highest expression in EP) or valley (lowest expression in EP). The differentially expressed lncRNAs in regeneration shown in Figure 3B and their associated PCGs (Supplemental Table S3) were each classified according to their expression during regeneration as increasing (lowest expression at the early stage and highest expression at the late stage), decreasing (lowest expression at the late stage and highest expression at the early stage), peak (highest expression at the mid stage) or valley (lowest expression at the mid stage).

**Figure 1.**
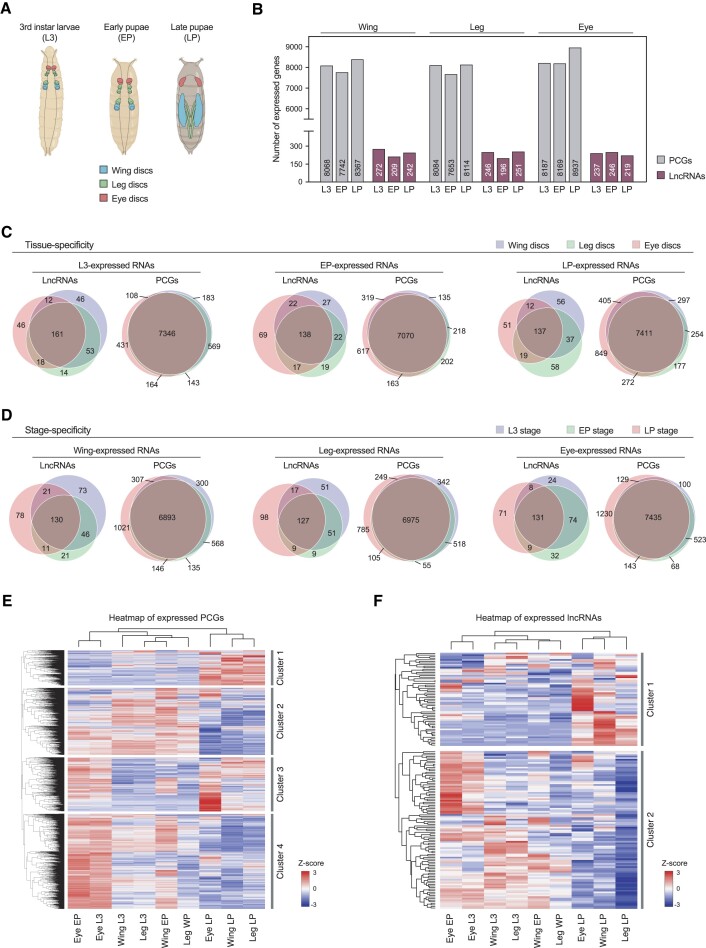
Expressed lncRNAs and PCGs in *Drosophila* imaginal discs. (**A**) Representation of the developmental samples used for the gene expression analysis. (**B**) Number of protein-coding genes (PCGs) and lncRNAs expressed in the wing, leg and eye discs in third instar larvae (L3), early pupae (EP) and late pupae (LP). (**C**) Tissue specificity of PCGs and lncRNAs in L3 (left), EP (middle) and LP (right). (**D**) Stage specificity of PCGs and lncRNAs in the wing (left), leg (middle) and eye discs (right). (**E, F**) Expression of (E) PCGs or (F) lncRNAs in development. Gene expression is normalized to *Z*-score values. Genes not expressed in any sample were not considered. Complete hierarchical clustering was used to identify the gene clusters.

LncRNA-PCG pairs were then classified as concordant (if the classification of both members in the pair matched: increasing/increasing, decreasing/decreasing, peak/peak and valley/valley), as discordant (if the classification of both members in the pair was opposite: increasing/decreasing and peak/valley), or as unrelated (if the PCG was not expressed or if they were not classified as concordant or discordant: increasing/peak, increasing/valley, decreasing/peak and decreasing/valley).

We used R to calculate the pairwise Pearson correlation coefficient (PCC) for each lncRNA-PCG pair. Normalized expression data (log_10_-transformed TPMs plus a pseudocount of 0.1) of the wing disc (Figure 2D), leg disc (Figure 2D’), eye disc (Figure 2D’’) or regeneration samples (Figure 3F) was used for the PCC calculation.

**Figure 2.**
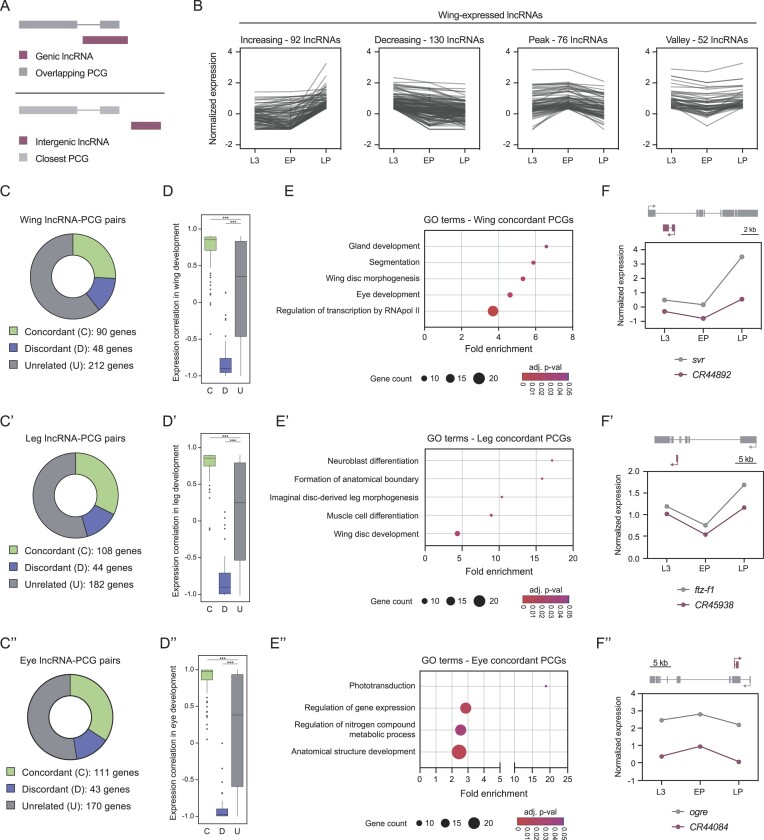
Association of lncRNAs with PCGs in the developing wing, leg and eye discs. (**A**) Association of genic and intergenic lncRNAs with their overlapping and closest PCGs, respectively. (**B**) Classification of the expressed lncRNAs in the wing disc according to their developmental expression profile. (**C**) Classification of all the lncRNA-PCG pairs in the wing (C), leg (C’) and eye (C’’) discs. (**D**) Pairwise Pearson correlation coefficient of concordant, discordant and unrelated lncRNA-PCG pairs in the wing (D), leg (D’) and eye (D’’) discs. (**E**) Gene Ontology (GO) term enrichment analysis of the PCGs from the concordant lncRNA-PCG pairs in the wing (E), leg (E’) and eye (E’’) discs. (**F**) Examples of concordant lncRNA-PCG pairs from the wing disc morphogenesis term (F), imaginal disc-derived leg morphogenesis term (F’), and phototransduction term (F’’). The genomic positioning of the lncRNA and its associated PCG is represented. (***) *P* < 0.001.

**Figure 3.**
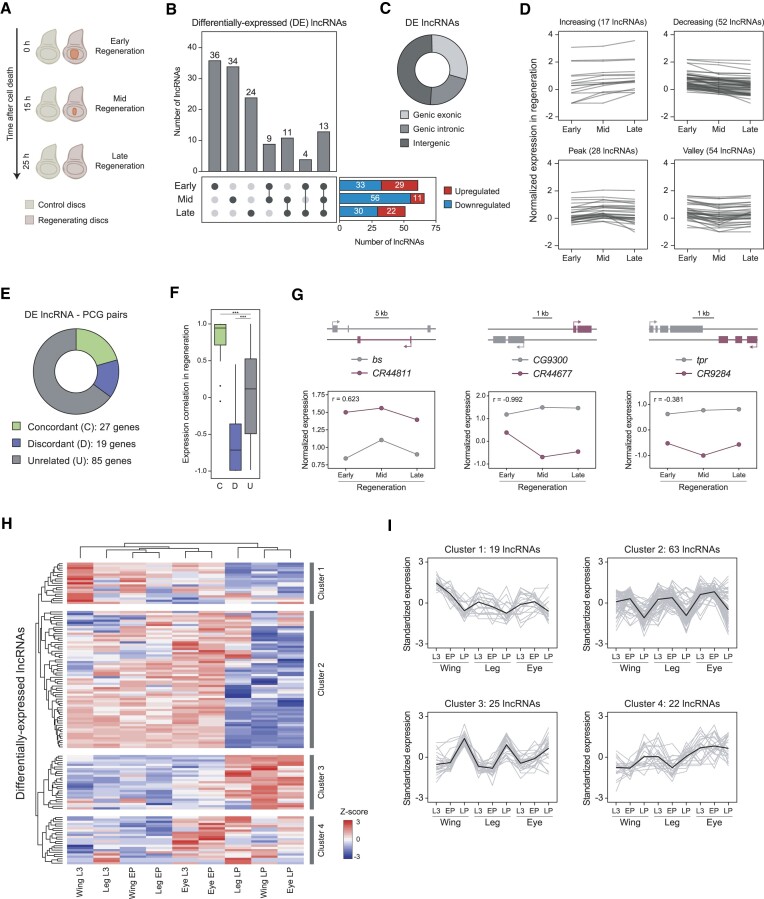
Set of differentially expressed (DE) lncRNAs in regeneration. (**A**) Representation of the regeneration stages studied in the wing imaginal disc. After cell death induction by expressing *rpr* in the *spalt* domain, 3 different regeneration stages were characterized: early regeneration (0 h after cell death induction; ACD), mid regeneration (15 h ACD) and late regeneration (25 h ACD). (**B**) Number of upregulated and downregulated lncRNAs at each regeneration stage. Total number of lncRNAs differentially expressed at each time-point or in any combination of time-points. (**C**) Distribution of DE lncRNAs into genic exonic, genic intronic or intergenic. (**D**) Classification of the 131 DE lncRNAs in regeneration according to their expression profile during regeneration. (**E**) Percentage of concordant, discordant and unrelated DE lncRNA-PCG pairs. (**F**) Pairwise Pearson correlation coefficient of concordant, discordant and unrelated DE lncRNA-PCG pairs. (**G**) Regeneration expression profiles of a concordant lncRNA-PCG pair (left), discordant pair (middle) and unrelated pair (right). (**H**) Gene expression in the wing, leg and eye disc development of the 131 DE lncRNAs in regeneration. Gene expression is normalized to Z-score values. Complete hierarchical clustering was used to identify the gene clusters. (**I**) Standardized expression profile of each lncRNA from each cluster. Mean expression profile is represented in black. (***) *P* < 0.001.

### Gene ontology (GO) analysis

The GO enrichment analysis tool (45) from the PANTHER 17.0 database was used to determine the GO term enrichment, using biological process trees. Input gene sets were the PCGs from concordant lncRNA-PCG pairs. *P*-values were adjusted using the false discovery rate correction for multiple comparisons.

### Differential expression analysis in regenerating discs

Differential gene expression analyses of the control and regeneration samples, obtained from Vizcaya-Molina and colleagues (39) (GEO Accession number: GSE102841), were performed separately at each time-point. We removed all the genes expressed <1 TPM in all samples. We used a simple fold change approach of ≥|1.7| and a DESeq2 (42) analysis considering an absolute fold change of ≥1.7 and a Benjamini–Hochberg adjusted *P*-value <0.05. Genes DE using both methods were considered. Protein-coding genes *rpr* and *Gadd45* were used as positive controls.

We obtained an initial list of 201 DE lncRNAs. The absence of strand information in these RNA-seq samples hampered the correct attribution of reads between the exonic lncRNAs and their overlapping PCGs. For this reason, we manually validated the initial 109 DE exonic lncRNAs using the RNA-seq bigwig tracks of the UCSC Genome Browser. After manual curation, we removed 70 exonic lncRNAs, ending up with a robust list of 131 DE lncRNAs (Supplemental Table S2). Among them, we found 5 stable intronic sequence RNAs (sisRNAs) and 3 hairpin RNAs (hpRNAs), which were not considered for the selection of our candidate lncRNA.

Due to the 99.1% similarity between the *CR40469* and *CR34335* sequences, we visually inspected the reads mapped to the *CR40469* locus to confirm that mapping was correct. We corroborated that the two mismatched nucleotides between both lncRNAs were sufficient to correctly map the reads to each locus.

### Developmental expression profile of PCGs and lncRNAs

The expression profile of PCGs (Figure 1E), lncRNAs (Figure 1F) and differentially expressed lncRNAs (Figure 3H) in developing wing, leg and eye discs was represented as a heatmap. Gene expression values were standardized into *Z*-score values and normalized into a –3 to 3 scale. Gene and sample clustering was performed using a complete hierarchical clustering. Major gene clusters were highlighted for each heatmap.

### Generation of *CR40469* knock-out mutants and UAS transgenic flies

The deletion of *CR40469* was performed using the ends-out homologous recombination technique. Long homology arms for the upstream and downstream regions of the *CR40469* locus were designed. A 1089-bp containing the entire *CR40469* gene, as well as the upstream 663 bp and downstream 212 bp was excised and replaced by an *mCherry* cassette. The absence of the *CR40469* locus was confirmed by PCR. The designed primer sequences are shown in Supplemental Table S5.

For the ectopic activation of *CR40469* and *CR34335*, we used a semi-directed cloning protocol to clone the entire *CR40469* or *CR34335* genomic sequences into a pUAST plasmid. We designed primers targeting the *CR40469* and *CR34335* genes (Supplemental Table S5). An EcoRI target site was added into the 5′ end of forward primers to improve the cloning efficiency. PCR using the following program: 4′ at 95ºC, 40 cycles of 30′’ at 95ºC, 30′’ at 61ºC and 10′’ at 72ºC, and a final step of 2′ at 72ºC, was performed to amplify the inserts. PCR products were purified using the MinElute PCR purification kit (Qiagen). Fragments were digested using EcoRI-HF (New England Biolabs) and purified using the MinElute Cleanup kit (Qiagen). pUAST vector was double digested using EcoRI-HF and HpaI (New England Biolabs), then the digested vector was run in an electrophoresis gel, and the band located at a 7.9 kb mark was cut and purified using the EZNA Cycle pure kit (Omega Biotek) Purified digested vector and inserts were ligated in a 1:30 vector/insert ratio using the T4 DNA ligase (New England Biolabs) following manufacturer's protocol. Then, they were transformed into DH5a competent cells (Invitrogen) and antibiotic-resistant clones were sequenced. *CR40469*- and *CR34335*-containing pUAST vectors were injected into the VK33 position at the FlyORF *Drosophila* Injection Service.

### Embryo-to-adult viability and pupariation assays

Flies aged 3–5 days were allowed to lay eggs on standard medium in plates containing yeast paste for 3 h at 25ºC. The eggs were incubated for 16 h at 25ºC. Then, the unhatched embryos were transferred to vials containing standard medium in four replicates containing exactly 25 embryos each, resulting in a total of 100 embryos per condition.

For the analysis of pupariation, the vials were incubated at 25ºC and the number of pupae was counted every 12 h starting 108 h after egg laying. The pupariation percentage at each timepoint was calculated according to the total number of larvae capable of transitioning to the next developmental phase.

To assess embryo-to-adult viability, the vials were incubated at 25ºC for 15 days and the number of hatched adults per vial was counted. Embryo-to-adult viability was calculated as the proportion of adults hatched from the deposited embryos. The proportion of hatched females was calculated as the percentage of females among all the hatched adult flies.

### Analyses of adult body size and wing phenotypes

Flies aged 3–5 days were allowed to lay eggs on standard medium in vials for 3 h at 25ºC. The eggs were incubated at 25ºC until adulthood. Then, the adult flies were placed at –20ºC for 5 min for immobilization and images from the lateral view were taken under a microscope. Twelve adult flies per condition were imaged. The lengths of the head, thorax and abdomen were summed up to obtain a score for the adult body size.

For the study of wing phenotypes, female flies of appropriate genotypes were selected and stored for at least 24 h in a 1:2 glycerol:ethanol solution. Then, wings were dissected in water, washed in ethanol, mounted in 6:5 lactic acid:ethanol and analyzed under a microscope. Wing size was determined as the area inside the perimeter of the wing blade. Wings were considered aberrant or non-regenerated when missing complete veins and/or when notches were present in the wing blade.

### RNA extraction, reverse transcription and quantitative PCR (qPCR)

For RNA extraction, 50 wing discs per sample were dissected in Schneider's medium (Sigma Aldrich). The Quick-RNA Microprep kit (Zymo Research) was used following the manufacturer's instructions to isolate RNA, then it was incubated with DNase I (Promega) at 37ºC for 30 minutes and treated with the RNA Clean and Concentrator-5 kit (Zymo Research). A total of 1 μg of RNA was used as a template for cDNA synthesis using Moloney Murine Leukemia Virus reverse transcriptase (M-MLV RT) (Invitrogen).

Reactions containing FastStart Universal SYBR Green Master (Rox) (Roche) and the appropriate cDNA and primers were run in a 7500 Real-Time PCR System (Applied Biosystems). Samples were normalized to the levels of *sply* and fold changes were calculated using the ddCt method. Three technical replicates were used for each reaction, and three separate biological replicates were collected for each experiment. The designed primer sequences are shown in Supplemental Table S5.

### Induction of cell death and transgene activation

To study regeneration, we used the wing specific *sal^E/Pv^* enhancer to drive the expression of LHG in the cells of the central part of the wing disc (*sal^E/Pv^-LHG*), where the pro-apoptotic construct *lexO-rpr* was activated. The LHG is a modified version of lexA that is suppressible by thermosensitive Gal80 (Gal80^TS^) (52). We used an additional *tub-Gal80^TS^* construct to inhibit the expression of *rpr* at 17ºC.

Flies were allowed to lay eggs on standard medium in vials for 6 h at 17ºC. Embryos were incubated at 17ºC for 192 h (8 days), before being transferred to a water bath at 29ºC for 11 h for *rpr* activation. Subsequently, they were returned to 17ºC until adulthood. Controls lacking the *lexO-rpr* transgene were treated in parallel. Additional controls with the identical genotypes were incubated at 17ºC until adulthood. Wing dissection and handling were performed as described above.

We used *nub-Gal4* to induce the expression of *UAS-CR40469* or *UAS-CR3433*5 in the pouch of wing imaginal discs. For constitutive activation of the transgenes, embryos were cultured at 25ºC. *In situ* hybridization analysis was performed after 96 h (4 days) of incubation, while the analysis of adult wings was performed after 15 days. To investigate the effect of transgene activation in the context of regeneration, we followed the same protocol described above using *nub-Gal4* and *sal^E/Pv^-LHG* in combination with *tub-Gal80^TS^* to prevent the expression of both constructs at 17ºC.

### RNA-seq sample collection and RNA isolation

For RNA-seq sample collection, flies were allowed to lay eggs on standard medium in vials for 6 h at 17ºC. The discs were incubated at 17ºC for 192 h (8 days), then the vials were transferred to a water bath at 29ºC for 16 h to activate *rpr* expression. L3 larvae from the following genotypes were selected: *lexO-rpr*; *sal^E/Pv^-LHG:tub-Gal80^TS^* (control) and *CR40469^−/−^; lexO-rpr*; *sal^E/Pv^-LHG:tub-Gal80^TS^* (*CR40469* homozygous mutants).

Fifty wing discs per sample were dissected in cold Schneider's medium. The Quick-RNA Microprep kit (Zymo Research) was used following manufacturer's instructions to isolate the RNA. Then, it was incubated with DNase I (Promega) at 37ºC for 30 minutes and treated with the RNA Clean and Concentrator-5 kit (Zymo Research). The purity and concentration of the resulting RNA were assessed using Nanodrop (Thermo Fisher Scientific) and Qubit (Invitrogen).

### RNA-seq library preparation and sequencing

For library preparation, 500 ng of total RNA were used for reverse transcription. Ribosomal RNA (rRNA) was depleted by selecting the poly-A transcripts. All libraries were sequenced on an Illumina HiSeq2500 sequencer, using 50-bp paired-end reads. Library preparation and sequencing were performed at the Genomics Unit of the Center for Genomic Regulation (CRG).

### Mapping and assembling pipeline of *CR40469^−/−^* RNA-seq data

Transcriptomic data were processed using the grape-nf pipeline (https://github.com/guigolab/grape-nf). Reads were aligned to the fly genome (dm6) using STAR v2.4.0j (47), with up to 4 mismatches per paired alignment, using the FlyBase genome annotation version r6.29. Only the alignments mapping to ten or fewer loci are reported. Genes and transcripts were quantified in TPMs using RSEM v1.2.21 (46). GTF version r6.29 contains a total of 16412 genes: 13957 PCGs and 2455 lncRNAs. In our study, lncRNAs were defined as non-coding genes with >200 bp and aligned to canonical chromosomes.

Quality control of the alignment sequencing data was performed using QualiMap v.2.2.1 (53) and Picard v.2.6.0 (http://broadinstitute.github.io/picard). Using QualiMap, we obtained the number of reads, the number of mapped reads, the duplication rate and the GC percentage. We obtained the dropout and GC dropout using Picard. Assessment of the reliability of the replicates was measured with weighted correlation network analysis (WGCNA). WGCNA was implemented with the R package WGCNA v1.69 (54). A cutoff of less than 2 standard deviations from a normal distribution was implemented to use a replicate. The number of mapped reads and the correlation between replicates are provided in Supplemental Table S6 and Supplemental Figure S7, respectively.

### Filtering pipeline and differential expression analysis of *CR40469^−/−^* RNA-seq data

We used the statistical methods implemented in DESeq2 v1.26.0 (42). Only genes with an expression of at least 1 TPM in at least one sample were selected for the differential expression analysis. The two-factor with interaction approach was implemented, considering the following design matrix: genotype, condition and genotype∼condition, where the genotype is control or *CR40469*^−/−^ and the condition is regeneration or non-regeneration. All genes with an absolute fold change >1.7 and a Benjamini–Hochberg adjusted *P*-value <0.05 were considered differentially expressed.

### Multiple sequence alignment

The alignment of the *CR40469* and *CR34335* transcripts was performed using Clustal Omega (55). We used the unique *CR40469* transcript and the two annotated transcripts of *CR34335* as input. The alignment was run using the default parameters.

### Conservation of *CR40469* and *CR34335* in other *Drosophila* species

To analyze the conservation of *CR40469* and *CR34335* in other *Drosophila* species, we used the Multiz alignments tool of the UCSC Genome Browser (56). For each block of conservation selected, we extracted the genomic sequence of each species and used Clustal Omega (55) to obtain the multiple sequence alignment. Positions identical to the *Drosophila melanogaster* sequence were represented in red.

### Riboprobe synthesis

To analyze the localization of the *CR40469* and *CR34335* transcripts, we synthesized a digoxigenin (DIG)-labeled RNA probe. For this, we selected the 214-bp sequence of the *CR40469* transcript, which is 99.1% identical to the *CR34335* transcripts, for PCR amplification. We named this probe *214-probe*. gDNA from *Canton S* larvae was used as a template for probe synthesis. Fragments were amplified by PCR using the primer sets reported in Supplemental Table S5. The T3 promoter sequence and an EcoRI target site were added to the 5′ end of the forward primer, while the T7 promoter sequence and a KpnI target site were added to the 5′ end of the reverse primer. Amplicons were purified using the MinElute PCR Purification kit (Qiagen). Then, we digested the amplicons using EcoRI (antisense probe) or KpnI (sense probe), and added calf intestinal alkaline phosphatase (Promega) to prevent religation. DIG-labeled probes were prepared using a DIG RNA labeling mixture (Roche) and the T7 (antisense probe) or T3 RNA polymerase (sense probe). Synthesized probes were purified using the RNA Clean and Concentrator-5 kit (Zymo Research). The size of the probes was confirmed running an agarose gel.

### Fluorescence *in situ* hybridization

The FISH protocol used in this work is a slightly modified version of the protocol described in Jandura and colleagues (57). Freshly dissected wing imaginal discs were fixed (30 min with 4% formaldehyde and 0.1% picric acid) and washed with PBTT (PBS with 0.1% Tween-20, 0.3% Triton X-100 and 0.1% picric acid). To quench endogenous peroxidase activity, the samples were incubated twice for 15 min with 0.3% hydrogen peroxidase in PBS and washed with PBTT. Then, samples were incubated with 80% acetone in PBS for 10 min at –20ºC, washed with PBTT and rinsed with 1:1 PBTT:hybridization solution (50% formamide, 5× SSC buffer, 0.1% Tween-20, 0.3% Triton-X-100, 0.1 mg/ml of heparin and 1% salmon sperm ssRNA in DEPC water). Then, the samples were incubated with tempered pre-boiled hybridization solution for 3 h at 56ºC. The sense or antisense probe was diluted in hybridization solution (50 ng of probe per 100 μl of hybridization solution), and the mixture was denatured for 5 min at 85ºC prior to the overnight incubation at 56ºC. Then, probes were removed and the samples were washed for 15 min at 56ºC with a decreasing concentration of hybridization solution:PBTT (3:1 twice, 1:1 and 1:3), followed by washes with PBTT. The samples were incubated with a blocking solution (1% BSA in PBTT) for 20 min at room temperature prior to the incubation with anti-digoxigenin (1:2000 in blocking solution) for 2 h. The anti-digoxigenin antibody was washed with blocking solution. For signal amplification purposes, the samples were incubated with the Tyramide Signal Amplification (TSA) system (Perkin Elmer) 2 h in the dark, and then washed thoroughly with PBTT. Finally, samples were incubated for 15 min with YO-PRO-1 (Invitrogen), mounted in SlowFade Antifade (Life Technologies) and imaged under a fluorescence microscope.

### Image processing and analysis

Non-fluorescence images were taken using a Leica DMLB optical microscope, while fluorescence images were taken using a Leica SPE confocal microscope. All images were processed using Fiji (44) and the Adobe Illustrator software.

### Statistical analyses

Prior to any statistical analysis, the Shapiro-Wilk normality test was used to check the data distribution. According to the result, the subsequent tests were parametric or non-parametric.

For comparisons of two groups, Student's *t*-test or the Mann–Whitney *U* test were used. For comparisons of >2 groups, one-way ANOVA or the Krustal–Wallis test followed by Dunn's test for multiple comparisons were used.

To address differences in the proportion of regenerated wings, a contingency table of regenerated and non-regenerated wings followed by the Fisher exact test was used. Bonferroni correction was applied when multiple comparisons were used.

All statistical tests were two-tailed. Differences were considered significant when *P*-values were less than 0.05 (*), 0.01 (**) or 0.001 (***). Tests were performed using GraphPad Prism 8 or R.

## Results

### Expression of lncRNAs in developing imaginal discs

We analyzed the expression profiles of the 2455 lncRNAs annotated in the *Drosophila* genome (FlyBase genome annotation version r6.29) in imaginal discs and compared them with those of the protein-coding genes (PCGs) using available transcriptomic data from wing, leg and eye discs at three different developmental stages (49): third instar larvae (L3), early pupae (EP) and late pupae (LP) (Figure 1A). The numbers of expressed lncRNAs and PCGs were similar across all the tissues and stages: ∼200 expressed lncRNAs and ∼8000 expressed PCGs per condition, which represent ∼8% of annotated lncRNAs and 57% of annotated PCGs, respectively (Figure 1B). In accordance with previous observations, the expression levels of lncRNAs were remarkably lower compared to those of PCGs (Supplemental Figure S1A–A’’). No differences were observed in terms of transcript length, number of exons or GC content comparing expressed and non-expressed lncRNAs (Supplemental Figure S1B–E). Most expressed lncRNAs and PCGs were present in the wing, leg and eye discs at the three developmental stages studied, highlighting the genetic similarity of these tissues (Figure 1C, D). However, we observed a higher tissue- (Figure 1C) and stage-specificity (Figure 1D) for lncRNAs compared to PCGs. The stage-specificity was higher at the LP stage for lncRNAs and PCGs, consistent with the morphogenetic events taking place during metamorphosis (28). To get insight into the expression profiles of lncRNAs and PCGs during imaginal disc development, we standardized the expression values of each gene across all developmental samples. For PCGs, we identified four major gene clusters: (i) genes more expressed at the LP stage, (ii) genes more expressed at the L3 and EP stages of wing and leg discs, (iii) genes more expressed in the eye, particularly at the LP stage, and (iv) genes more expressed at the L3 and EP stages of eye discs (Figure 1E). On the contrary, lncRNAs formed two main clusters: (i) lncRNAs more expressed at LP stages, and (ii) lncRNAs more expressed at L3 and EP stages (Figure 1F).

We next classified the expressed lncRNAs as genic (if they were in the exonic or intronic regions of PCGs) or intergenic, and paired each lncRNA with their closest PCG neighbor, independently of the direction of transcription. In this way, intergenic lncRNAs were paired with their closest PCG, while genic lncRNAs were associated with their overlapping PCG (Figure 2A). Due to the high compactness of the *Drosophila* genome, intergenic lncRNAs were paired with PCGs located at a median distance of 2.1 kb, with 36% of pairs located less than 1 kb apart. We categorized the expression profile of each lncRNA according to its changes over time from L3 to EP and LP, classifying them into 4 groups: increasing, decreasing, peak or valley (Figure 2B; Supplemental Figure S1F, G). The same categorization was applied to their associated PCGs. Each lncRNA-PCG association was then classified as concordant if the classification of both genes matched, discordant if their classification was opposite (increasing-decreasing and peak-valley), and unrelated if they were not concordant or discordant or if the associated PCG was not expressed at any stage. The proportions of concordant and discordant pairs were quite similar across the tissues (Figure 2C–C’’) (Supplemental Table S1), and we found a significant positive correlation for lncRNA-PCG concordant pairs and a significant negative correlation for discordant pairs (Figure 2D–D’’).

We performed a Gene Ontology (GO) term enrichment analysis of the concordant PCGs. In the wing disc, we observed an enrichment in genes involved in development, including segmentation and wing disc morphogenesis (Figure 2E). For instance, the coding gene *silver* (*svr*), which contributes to the proper formation of the adult wing in terms of shape and size (58), showed a concordant developmental profile with the lncRNA *CR44892*, which is in an antisense orientation within the first intron of *svr* (Figure 2F). Concordant PCGs from the leg disc were enriched in several development-related processes, such as neuroblast and muscle cell differentiation, as well as imaginal disc-derived leg morphogenesis (Figure 2E’). The PCG *ftz transcription factor 1* (*ftz-f1*), which participates in leg development in response to steroid hormone activation (59), showed a comparable expression profile to the intronic lncRNA *CR45938* (Figure 2F’). In the eye disc, we found an enrichment in phototransduction-related genes, which are required for the proper development of the eye disc (Figure 2E’’). One of these genes, the PCG *optic ganglion reduced* (*ogre*), participates in the formation of the gap junctions needed for the transduction of light signals from the photoreceptor to the central nervous system (60,61), and shows a concordant expression profile with the exonic antisense lncRNA *CR44084* (Figure 2F’’). These concordant lncRNA-PCG associations may reflect either the sharing of gene-regulatory elements, or the action in *cis* of the lncRNAs in the modulation of the expression of the overlapping PCGs.

### Expression of lncRNAs in regenerating wing discs

Since lncRNAs seem to play important roles in cellular responses to stress, we analyzed the expression profiles of lncRNAs in wing imaginal discs after the induction of cell death using the proapoptotic gene *reaper* (*rpr*). We used previously obtained RNA-seq data from different stages of damage recovery: early, mid and late stages corresponding to 0, 15 and 25 h after stopping cell death induction, respectively (39) (Figure 3A). To obtain a robust list of differentially expressed (DE) lncRNAs, we performed pairwise comparisons between control and regeneration samples for each time-point. A high-confidence list of 131 DE lncRNAs in regeneration was obtained (Supplemental Table S2). We found 29 upregulated and 33 downregulated lncRNAs in the early stage of regeneration, followed by 11 upregulated and 56 downregulated lncRNAs in the mid stage, and 22 upregulated and 30 downregulated in the late stage (Figure 3B). The majority of these lncRNAs were DE at one time-point (71.8%, 94 genes), while 9.9% (13 genes) were DE throughout the entire regeneration process (Figure 3B). Around half of DE lncRNAs were intergenic (48.8%), while genic lncRNAs were located predominantly in exonic regions (29.8%) compared to introns (21.4%) (Figure 3C). No significant differences were observed between DE and non-DE lncRNAs in terms of intergenic/genic ratio, transcript length or number of exons (Supplemental Figure S2A–D).

Next, we classified the 131 DE lncRNAs according to their expression profile across time in regeneration (Figure 3D), and associated each of them with their overlapping or closest PCG. This resulted in 131 lncRNA-PCG pairs (131 unique lncRNAs and 121 unique PCGs), 20.6% of which were concordant, 14.5% were discordant, and 64.9% were unrelated (Figure 3E; Supplemental Table S3). As expected, we observed a high positive correlation for lncRNA-PCG concordant pairs and a strong negative correlation for discordant pairs compared to unrelated pairs (Figure 3F). We highlighted the concordant pair composed by the natural antisense transcript *CR44811*, which is known to regulate the isoform usage of the overlapping *blistered* (*bs*) gene (11), and the discordant intergenic lncRNA *CR44677* and *CG9300*, which showed a high negative correlation in comparison with the unrelated pair composed by *CR9284* and *tpr* (Figure 3G).

To better characterize the lncRNAs DE in regeneration, we analyzed their expression during normal development in imaginal discs (49). Our analysis identified 4 distinct clusters of lncRNAs: those exhibiting peak expression in the wing disc at the L3 stage (cluster 1), those with decreasing expression at the LP stage (cluster 2), those with increasing expression at the LP stage (cluster 3), and those with increased expression in the eye (cluster 4) (Figure 3H,I). Approximately two-thirds (64%) of lncRNAs DE in regeneration belong to early development clusters 1 and 2, while 19% and 17% are part of clusters 3 and 4, respectively. We did not observe differences in the cluster distribution between upregulated and downregulated genes. The dynamic expression profiles throughout development indicate a tight regulation and a potential developmental role of DE lncRNAs. However, when we expanded our analysis to the context of regeneration, we noticed that these developmental clusters were not maintained (Supplemental Figure S2E, F), indicating a context-dependent regulation of their expression.

### LncRNA *CR40469* is not required for normal development but plays a role during wing regeneration

From the set of 131 DE lncRNAs, we searched for putative candidate genes suitable for generating a mutant. To minimize any interference on overlapping genes, we only considered intergenic lncRNAs. We focused on lncRNAs upregulated during early regeneration, particularly the lncRNA *CR40469* (Figure 4A). *CR40469* is a monoexonic lncRNA spanning 214 bp and localized in the subtelomeric region of the X chromosome, positioned roughly 120 kb away from the chromosome end. It is generally not expressed throughout development, yet it can be detected in the L3 wing disc (49,62). Based on the criteria from Figure 3E, *CR40469* was classified as unrelated, as the closest PCG, *CG17636*, is not expressed in regeneration.

**Figure 4.**
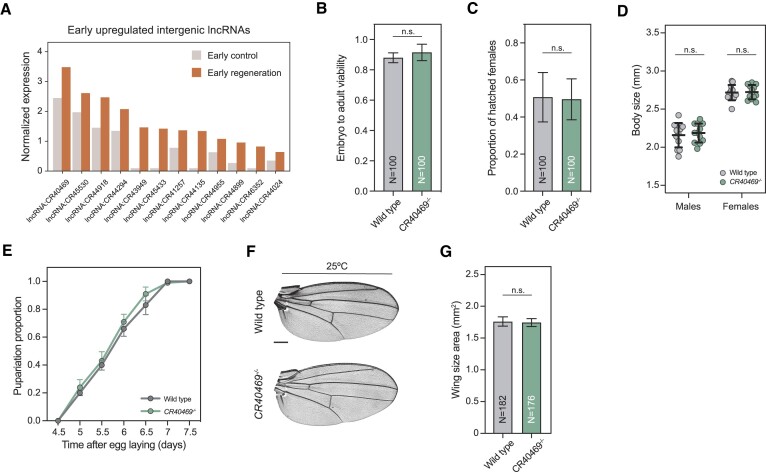
Deletion of *CR40469* does not affect fly development. (**A**) Expression of the 13 intergenic and early upregulated lncRNAs in early control and early regeneration. (**B**) Embryo-to-adult viability presented as the proportion of hatched adults from deposited embryos. Four replicates of N = 25 each were used. (**C**) Proportion of hatched females from the emerging adults. Four replicates of *N* = 25 each were used. (**D**) Adult body size analysis by measuring the length from the head to the abdomen. *N* = 12 per condition. (**E**) Pupariation analysis showing the proportion of flies that reached the pupal stage at each time-point. Four replicates of *N* = 25 each were used. (**F**) Sample images of the adult wings of wild type flies and *CR40469* mutants incubated at 25ºC. Scale bar = 250 μm. (**G**) Wing size of the wings represented in F measured as the wing blade area. The mean and standard error of the mean (SEM) are presented in B, C and E. The mean and standard deviation (SD) are presented in D and G. n.s. = non-significant.

We generated a knockout mutant by using the ends-out homologous recombination technique, deleting the entire *CR40469* locus as well as 663 bp upstream and 212 bp downstream (deleting a total region of 1089 bp), and replacing them with an *mCherry* cassette (Supplemental Figure S3A, B). Homozygous mutant animals were fully viable (Figure 4B), reached adulthood at the same sex proportions as the wild type flies (Figure 4C), and did not show differences in adult body size compared to wild types (Figure 4D), indicating that the deletion of *CR40469* did not compromise the normal development of male and female flies. We did not find differences in the pupariation time either (Figure 4E), indicating that mutants did not undergo developmental delays. Also, the deletion of *CR40469* did not affect the adult wing size or morphology (Figure 4F, G). Thus, we concluded that *CR40469* is not required for fly development under normal laboratory conditions.

Since we identified *CR40469* as a lncRNA upregulated in wing regeneration, we tested the effects of knocking out *CR40469* after tissue damage. For this, we genetically activated the proapoptotic gene *rpr* in the central zone of the wing disc (*spalt* domain). We used the *LHG/LexO* system, which allows conditional inactivation by the temperature sensitive *Gal80^TS^* (Figure 5A). We did not observe defects in the wing patterning when flies were maintained at permissive temperature (17ºC) (Supplemental Figure S4A). However, after cell death induction, mutant flies showed a significant reduction in their wing regeneration capacity, as there was a higher proportion of aberrant non-regenerated wings characterized by major disruptions in the vein patterning, such as the absence of complete sets of veins and crossveins as well as the appearance of notches in the margins of the wing blade (Figure 5B, C).

**Figure 5.**
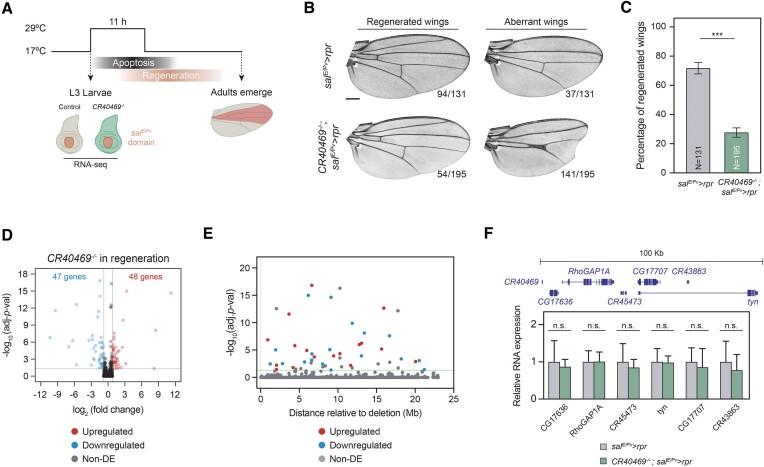
Wing regeneration is impaired in the *CR40469* mutants. (**A**) Schematic representation of the method used to analyze the regeneration capacity of flies. Cell death was induced in the *spalt* domain of the wing disc for 11 h at the L3 stage, then flies were allowed to recover until adulthood. RNA-seq of control and *CR40469* homozygous mutants were performed following cell death induction. (**B**) Sample images of most common phenotypes of regenerated and aberrant wings in control and *CR40469* mutants. The number of wings per phenotype is represented. Scale bar = 250 μm. (**C**) Percentage of regenerated wings from B. (**D**) Volcano plot displaying the upregulated (red), downregulated (blue) and non-DE genes (gray) in regenerating mutants compared to regenerating controls. (**E**) Distances of all genes located on the X chromosome relative to the position of *CR40469*. Upregulated, downregulated and non-DE genes are shown in red, blue and gray, respectively. (**F**) Expression analysis by qPCR of genes located <100 kb from the *CR40469* locus in the wild type and homozygous mutant wing discs. 3 biological replicates are measured. The mean and SD are represented in C and F.

To characterize the molecular changes occurring in *CR40469* mutants after cell death induction in the wing discs, we analyzed by RNA-seq the gene expression profiles at the early stage of regeneration. 

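The libraries were made from wing discs of larvae after 16 h of *rpr* expression, with 50 discs per library. GEO's labels give 3 libraries as control and 3 as homozygous *CR40469* mutant. The paper's methods describe poly-A RNA read as paired ends of 50 bp. Supplemental Table S6 names the sequencing as total RNA-seq instead, so the library type is uncertain. The authors aligned the reads with STAR, with alignments to at most 10 loci kept, and quantified them per gene with RSEM. The deposited values are the TPM (transcript abundances that RSEM scales to a fixed total) of 16455 genes in each library. TPM are scaled to the same total in every library and keep no sequencing depth, so the depth behind a value is not known from the files. For the samples that Supplemental Table S6 calls control, the paper reports 44522506, 45405499 and 45899544 mapped reads, and for its mutant samples 44361094, 45919096 and 47365674. The number of genes with at least 1 TPM was between 7683 and 7690 in the libraries labelled control and between 7695 and 7779 in the libraries labelled mutant. Genes with at least 1 TPM in at least 1 library were compared with limma on log2(TPM + 1), so that fold changes are on that scale and understate the change of low genes. The paper's own comparison used DESeq2 in a design that also held non-regenerating discs, which were not used here.
The deleted gene was examined first in every library. *CR40469* (FBgn0058469) lies on chromosome X of dm6 from 122493 to 122706 on the plus strand. It was listed at 99.61, 46.44 and 82.52 TPM in the libraries labelled control replicates 1, 2 and 3, and at 535.93, 389.21 and 293.78 TPM in the libraries labelled mutant replicates 1, 2 and 3. The means were 76.2 ± 27.1 TPM (SD, n = 3) and 406 ± 122 TPM (SD, n = 3). The log2 fold change was 2.43 in favour of the libraries labelled mutant (standard error 0.31, adjusted p = 0.0280 from limma with Benjamini-Hochberg adjustment). All 3 libraries labelled mutant were above all 3 labelled control (two-sided exact permutation test, p = 0.10, the smallest p that 3 against 3 allow). The deleted gene therefore goes against the labels, and the libraries are named below by their label only. When a pseudocount of 0.1 was used in place of 1, the log2 fold change of *CR40469* was 2.44 and its adjusted p from limma was 0.0527. The gene shares nearly all of its sequence with *CR34335*, and its TPM depend on how RSEM divided the shared reads. *CR34335* was at 3056 ± 554 TPM (SD, n = 3) in the libraries labelled control and at 1923 ± 18.7 TPM (SD, n = 3) in those labelled mutant, a log2 fold change of -0.65 (standard error 0.17, adjusted p = 0.377 from limma with Benjamini-Hochberg adjustment). The gene *rpr*, whose expression induces the cell death, was at 133 ± 10.4 TPM (SD, n = 3) in the libraries labelled control and 166 ± 22.9 TPM (SD, n = 3) in those labelled mutant (log2 fold change 0.31, standard error 0.15, adjusted p = 0.818 from limma with Benjamini-Hochberg adjustment). Every library labelled mutant was above every library labelled control in *rpr*, at the closest with 144.06 against 143.52 TPM. Equal induction in the 2 groups is therefore not shown.

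**Figure D1:**
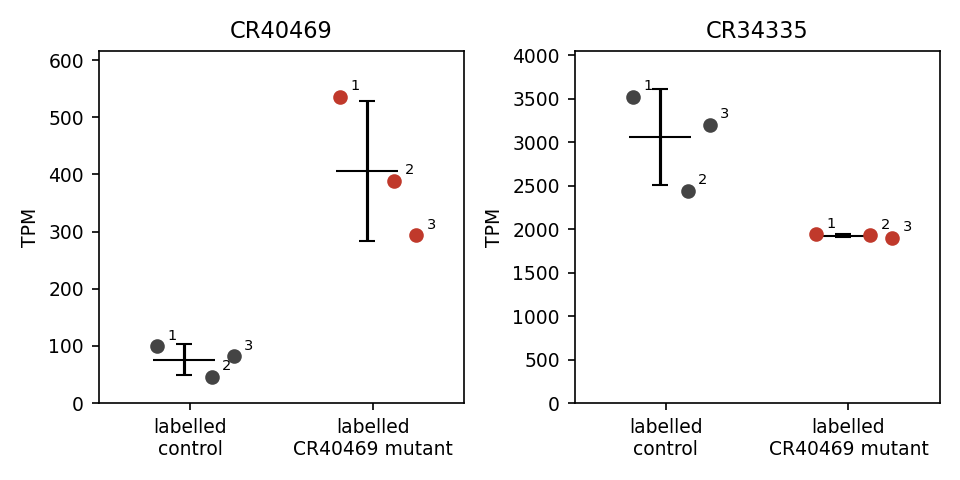
TPM of *CR40469* (left) and *CR34335* (right) in each library, by the genotype in its label. Points are libraries with their replicate number, horizontal lines are means and bars are 1 SD (n = 3). The libraries labelled mutant lie between 293.78 and 535.93 TPM in *CR40469*, all above the libraries labelled control.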

Non-mutant regenerating discs were used as controls. We found a total of 95 DE genes after cell death induction in the *CR40469* mutants: 48 of which were upregulated and 47 downregulated (Figure 5D; Supplemental Table S4). 

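Of the 8051 genes tested, 18 passed an adjusted p of 0.05 (limma, Benjamini-Hochberg) and an absolute fold change of 1.7. In the libraries labelled mutant, 12 of them were higher and 6 were lower than in the libraries labelled control. Among all tested genes, 388 had an unadjusted p under 0.05, where 403 are given by chance. With each library left out in turn, the number of called genes ranged from 6, without control replicate 1, to 35, without mutant replicate 1.
All 18 called genes are in the paper's Supplemental Table S4. The 95 genes of that table were all tested, and all 95 had an unadjusted p under 0.05. All 95 also passed an adjusted p of 0.05 when adjusted over the list alone, but the paper chose the list on these samples, so this is not independent evidence. The groups did not overlap for 94 of the 95 genes, where 3 against 3 give 10% by chance for genes not selected on the same libraries. The absolute log2 fold change ranged from 0.45 to 5.29 with a median of 0.96, and 71 genes were past a fold change of 1.7. The 48 genes that the paper's table lists as upregulated were all lower in the libraries labelled mutant, and the 47 that it lists as downregulated were all higher. *CR40469* itself is among those listed as downregulated.
On the log2(TPM + 1) scale, the largest increase in the libraries labelled mutant was that of the lncRNA *CR32207* (FBgn0052207), from 4.65 ± 1.82 to 62.1 ± 2.99 TPM (SD, n = 3 per label), with a log2 fold change of 3.53 (standard error 0.24, adjusted p = 1.07e-03 from limma with Benjamini-Hochberg adjustment). The lncRNA *CR32368* (FBgn0052368) rose from 1.30 ± 0.516 to 9.77 ± 2.48 TPM (SD, n = 3 per label), with a log2 fold change of 2.23 (standard error 0.23, adjusted p = 0.0102 from the same limma fit). The largest decrease was that of *p24-2* (FBgn0053105), which was listed at 42.99, 44.40 and 39.42 TPM in the libraries labelled control and at 0, 0 and 0.34 TPM in the libraries labelled mutant (log2 fold change -5.29, standard error 0.16, limma adjusted p = 6.10e-06). *Unc-115b* (FBgn0260463) fell from 49.6 ± 3.53 to 2.04 ± 1.48 TPM (SD, n = 3 per label), with a log2 fold change of -4.20 (standard error 0.37, adjusted p = 3.46e-03 from the same limma fit). *p24-2* and *Unc-115b* overlap on the minus strand of chromosome 3R, from 9687402 to 9692794 and from 9687060 to 9692775, so that the division of reads between them is uncertain. The gene *t* (FBgn0086367) was listed at 10.32, 7.83 and 3.11 TPM in the libraries labelled control and at 0 in all 3 labelled mutant (limma adjusted p = 0.0143). *CG32631* (FBgn0052631) was listed at 1.71, 1.22 and 1.58 TPM against 0 in all 3 (limma adjusted p = 0.0102).

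**Figure D2:**
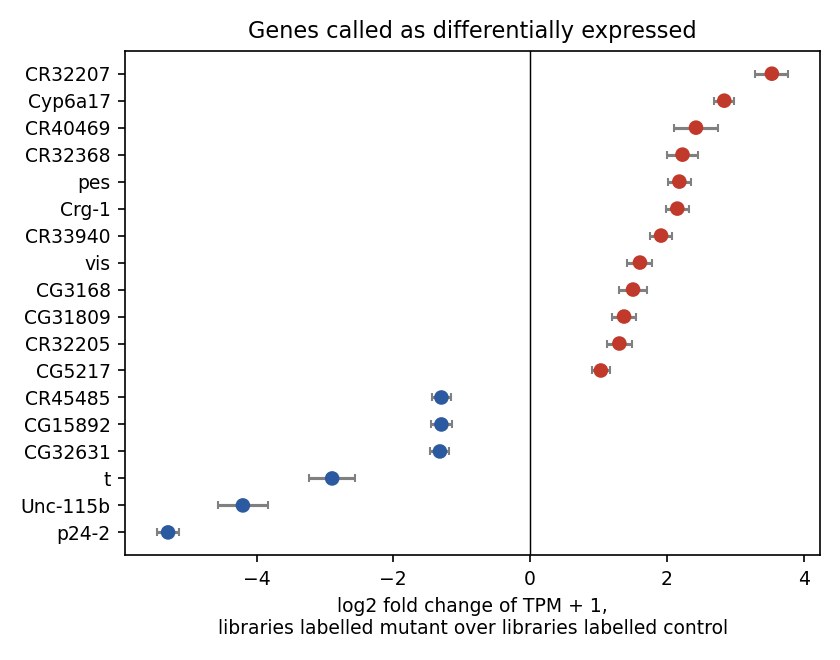
Log2 fold change on the log2(TPM + 1) scale of the 18 called genes, libraries labelled mutant over libraries labelled control, with bars of 1 standard error from limma. Red points are the 12 higher genes and blue points the 6 lower ones. *Crg-1*, *t* and *CG32631* were listed at 0 in all libraries of one label, so their position depends on the pseudocount of 1.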

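Supplemental Table S4 holds *NijA*, *Cyp6a17*, *Karl*, *Lgr4*, *Nep1* and *NT1*. *NijA* (FBgn0036101) was at 187 ± 10.6 TPM (SD, n = 3) in the libraries labelled control and 113 ± 25.2 TPM (SD, n = 3) in those labelled mutant. Its log2 fold change was -0.74 (standard error 0.19, adjusted p = 0.368 from limma with Benjamini-Hochberg adjustment). *Cyp6a17* (FBgn0015714) was listed at 0, 0.08 and 0 TPM in the libraries labelled control and at 7.32, 6.17 and 5.63 TPM in those labelled mutant (log2 fold change 2.84, standard error 0.14, limma adjusted p = 1.63e-04). It was the only one of these 6 genes that was called. *Karl* (FBgn0030334) was at 1.22 ± 0.173 TPM against 3.15 ± 0.212 TPM (SD, n = 3 per label), with a log2 fold change of 0.90 and a limma adjusted p of 0.0536. *Lgr4* (FBgn0085440) was listed at 0.02, 0.01 and 0.01 TPM against 0.73, 1.27 and 1.31 TPM, with a log2 fold change of 1.04 and the same limma adjusted p. With a pseudocount of 0.1, *Karl* and *Lgr4* were called, with limma adjusted p of 0.0250 and 1.72e-03. *Nep1* (FBgn0029843) was at 3.63 ± 1.22 TPM against 7.95 ± 0.353 TPM (SD, n = 3 per label), with a log2 fold change of 0.99 and a limma adjusted p of 0.194. *NT1* (FBgn0261526) was at 5.29 ± 1.49 TPM against 16.1 ± 7.23 TPM (SD, n = 3 per label), with a log2 fold change of 1.36 and a limma adjusted p of 0.407. For *NT1*, the library labelled mutant replicate 1 was at 7.82 TPM and replicates 2 and 3 were at 21.02 and 19.52 TPM. Without mutant replicate 1, its log2 fold change was 1.79 with a limma adjusted p of 0.0166. For each of the 6 genes the 3 libraries of one label were all above the 3 of the other. The paper chose these genes on the same libraries, so the 10% that chance gives for unselected genes is no measure for them. The deleted gene goes against the labels in these libraries, so each direction is that of the labels.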

While it remains unclear if certain of these genes are essential for wing regeneration, some of them were previously found upregulated in response to injury or stress, such as *NijA* (63) or *Cyp6a17* (64), while others are predicted to play a role in response to ROS or infection, including *Karl*, *Lgr4*, *Nep1* and *NT1*. The aberrant expression of some of these genes may lead to defective regeneration.

To determine whether the deletion of *CR40469* had a local effect on gene expression, we mapped the genomic position of the DE genes along the X chromosome. The 112 genes located up to 908 kb downstream of the deleted region showed no significant changes in gene expression, with the closest upregulated and downregulated genes located 1.23 Mb and 923 kb away from the *CR40469* locus, respectively (Figure 5E). 

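The annotation places 110 genes of the files on chromosome X within 908 kb downstream of *CR40469*, and none upstream of it. At least 1 TPM in at least 1 library was reached by 62 of the 110 genes, and the other genes were too low to be tested. None of the 62 was called, and 2 had an unadjusted p under 0.05, where 3.10 are given by chance. Their lowest unadjusted p was 0.0451, which became 0.818 in limma with Benjamini-Hochberg adjustment. Their log2 fold changes ranged from -0.41 to 0.63, and none was past a fold change of 1.7. No gene in this window was called under any of the 17 alternative settings either. The closest called gene that was higher in the libraries labelled mutant was *Crg-1* (FBgn0021738), 3.67 Mb from *CR40469*, listed at 0 in all 3 libraries labelled control and at 4.52, 2.89 and 3.09 TPM in those labelled mutant. The closest called gene that was lower was *CG15892* (FBgn0029859), 6.17 Mb away, at 1.99 ± 0.327 TPM in the libraries labelled control and 0.217 ± 0.107 TPM in those labelled mutant (SD, n = 3 per label). Among the genes of Supplemental Table S4, the closest that the paper lists as upregulated was *png* (FBgn0000826), 1.23 Mb away. It was lower in the libraries labelled mutant (log2 fold change -0.74, standard error 0.16, limma adjusted p = 0.185). The closest that the paper lists as downregulated was *CG42259* (FBgn0266569), 924 kb away, which was higher in those libraries (log2 fold change 1.19, standard error 0.21, limma adjusted p = 0.0933). Without mutant replicate 1, *CG42259* was called, with a log2 fold change of 0.97 and a limma adjusted p of 0.0458.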

We next conducted qPCR analysis to examine the expression of genes located within a 100 kb vicinity of the deletion site. Our results confirmed those obtained from the RNA-seq analysis. Specifically, none of the genes analyzed showed altered expression in regenerating *CR40469* mutant wings compared to the wild type flies (Figure 5F). Thus, we concluded that the absence of *CR40469* had no significant impact on the expression of nearest genes during regeneration.

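The files list 6 genes within 100 kb of *CR40469* on chromosome X of dm6. *RhoGAP1A* (FBgn0025836, 127449 to 140340) was at 61.7 ± 15.6 TPM in the libraries labelled control and 65.7 ± 14.7 TPM in those labelled mutant (SD, n = 3 per label), with a log2 fold change of 0.10 (standard error 0.22, adjusted p = 0.875 from limma with Benjamini-Hochberg adjustment). This lies close to the median log2 fold change of all tested genes, 0.13. *tyn* (FBgn0284435, 140318 to 200663) was at 29.4 ± 8.42 TPM against 32.3 ± 1.46 TPM (SD, n = 3 per label), a log2 fold change of 0.16 (standard error 0.20). *CR45473* (FBgn0267029, 140722 to 142197), which overlaps *tyn* on the opposite strand, was at 20.1 ± 5.38 TPM against 15.6 ± 1.41 TPM (SD, n = 3 per label), a log2 fold change of -0.32 (standard error 0.20). Both had a limma adjusted p of 0.818. *RhoGAP1A* and *tyn* also overlap at their ends, and the paper does not state whether the counting used the strand, so the reads of the overlapping parts are uncertain. *CG17636*, *CG17707* and *CR43863* stayed under 1 TPM in all libraries and were not tested. At most 0.02 TPM was listed for *CG17636* and 0.06 TPM for *CG17707*, and *CR43863* was listed at 0 in every library. As a set, the 3 tested genes did not stand apart from the other genes (limma's camera with a preset correlation of 0.01, p = 0.297). Their log2 fold changes of 0.10, 0.16 and -0.32 went both ways, so a test over the set cannot show that its members were unchanged. The paper cites the lack of differentially expressed genes around the deletion and the qPCR of genes within 100 kb (Figure 5E and F). It concludes that losing *CR40469* had no significant effect on how the nearest genes were expressed in regeneration.

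**Figure D3:**
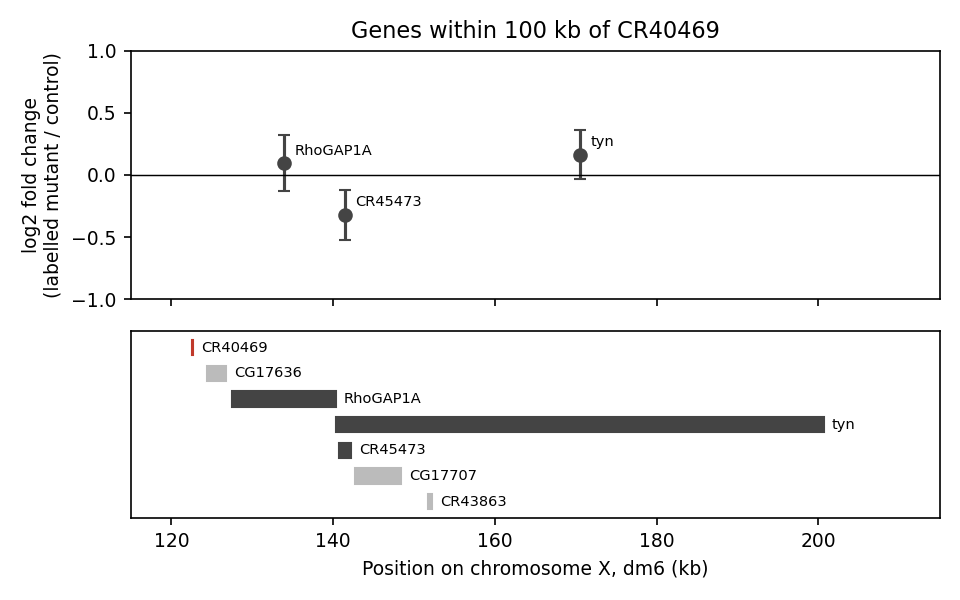
Genes within 100 kb of *CR40469* on chromosome X of dm6. The upper panel gives the log2 fold change on the log2(TPM + 1) scale of the 3 tested genes at their midpoint, with bars of 1 standard error from limma, and the lower panel gives the extent of each gene in kb. *CR40469* is red, tested genes are dark and genes under 1 TPM in all libraries are light. The 3 values lie between -0.32 and 0.16.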

### *CR40469* is duplicated in the *Drosophila melanogaster* genome

To further characterize *CR40469*, we performed a BLAST search to assess its putative conservation, but we could not identify a similar sequence in any other species, including other *Drosophila* species. However, we identified the entire *CR40469* genomic sequence with 99.1% similarity (212/214 identities) within the annotated lncRNA *CR34335* sequence in the *Drosophila melanogaster* genome (Figure 6A; Supplemental Figure S3C). *CR34335* is located 3.2 Mb downstream of the *CR40469* locus in the X chromosome and is positioned inside a long intron of the PCG *Dpr-interacting protein a* (*DIP-a)*, which is not expressed in development or regeneration in the wing disc (49). The *CR34335* gene is monoexonic and contains two polyadenylation signals (Figure 6A), giving rise to two predicted transcripts that span 249 and 361 nucleotides. Both isoforms contain the entire sequence identical to *CR40469*. Despite their sequence similarity, *CR40469* and *CR34335* exhibit opposite expression patterns. In the development of wing, leg, and eye discs, *CR40469* shows minimal expression, while *CR34335* is highly expressed (Figure 6B). Conversely, during wing disc regeneration, *CR40469* is upregulated at early and late stages, whereas *CR34335* is consistently downregulated across all time points (Figure 6C). Using the Multiz alignment tool (56), we explored the conservation of both lncRNAs in other *Drosophila* species. No traces of synteny nor sequence homology were found for the *CR40469* locus, however, small regions of high similarity were detected for *CR34335* (Figure 6D). Particularly, we highlighted two conserved blocks located at the edges of the *CR34335* sequence shared with *CR40469* (Figure 6D). The high conservation of these regions in evolutionarily close *Drosophila* species, the absence of conservation of the *CR40469* locus, and the high sequence identity of *CR34335* and *CR40469* in *Drosophila melanogaster*, suggest that the *CR40469* lncRNA might have originated from the *CR34335* locus specifically in the *Drosophila melanogaster* species.

**Figure 6.**
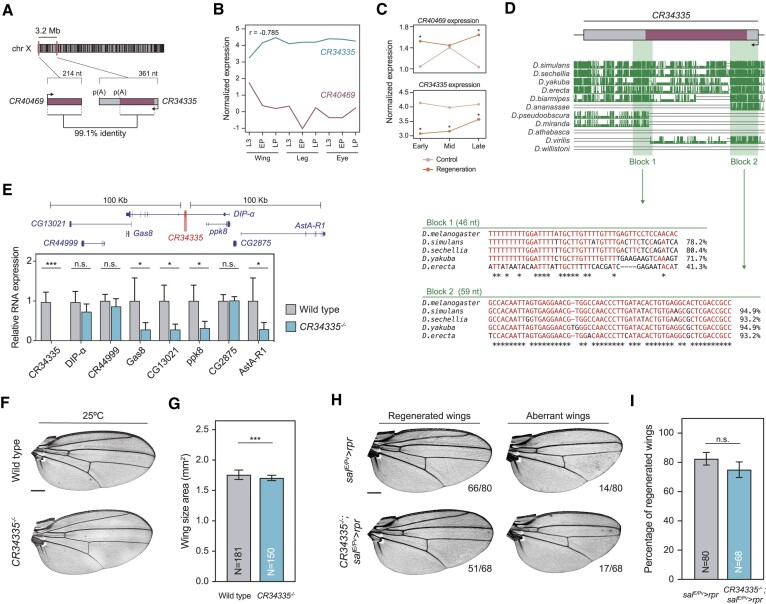
The sequence of *CR40469* is duplicated in the *Drosophila* genome. (**A**) Schematic representation showing the genomic position of the lncRNAs *CR40469* and *CR34335*. (**B-C**) Expression profile of *CR40469* and *CR34335* in development and regeneration. Normalized expression is represented as log_10_(TPMs + 0.1). Pairwise Pearson correlation coefficient of both lncRNAs is shown. (**D**) Multiz alignments of the *CR34335* locus in different *Drosophila* species. The genomic sequence of blocks 1 and 2 are represented, as well as their sequence identity compared with the *Drosophila melanogaster* sequence. (**E**) Expression of *CR34335* and the genes located < 100 kb away in the control and *CR34335* mutant wing discs measured by qPCR. 3 biological replicates per condition are measured. (**F**) Sample images of the adult wings of wild type flies and *CR34335* mutants incubated at 25ºC. (**G**) Wing size of the wings represented in F measured as the wing blade area. (**H**) Sample images of most common phenotypes of regenerated and aberrant wings in control and *CR34335* mutants. The number of wings per phenotype is represented. (**I**) Percentage of regenerated wings from H. The mean and SD are represented in E, G and I. Scale bars in F and H = 250 μm. (***) *P* < 0.001; (*) *P* < 0.05; n.s. = non-significant.

We next analyzed an available *CR34335* mutant that had an insertion of a 7-kb transposon within its exonic sequence, affecting both isoforms. To understand the impact of the transposon insertion, we examined by qPCR the expression of *CR34335* and the 7 genes located up to 100 kb upstream and downstream of the insertion site. We confirmed the absence of *CR34335* expression in the *CR34335* mutant and noted the downregulation of 4 nearby genes (Figure 6E). Homozygous mutant flies were fully viable and, despite a slight reduction in size (∼3%) compared to wild type wings (Figure 6F,G), we did not detect any abnormality in the shape or vein patterning (Figure 6F).

To test whether *CR34335* is necessary for wing regeneration, we used the same system as described above to transiently activate *rpr* in the *spalt* domain of the wing disc. At permissive temperature, mutants developed normal wings (Supplemental Figure S4A). Upon *rpr* activation, we did not observe a significant decrease in the regeneration capacity of *CR34335* mutants compared to controls (Figure 6H,I), indicating that *CR34335* is dispensable for regeneration.

Finally, since subcellular localization is one of the primary factors determining lncRNA function, we performed fluorescence *in situ* hybridization (FISH) using a probe complementary to both lncRNAs (*214-probe*). A strong signal was found in the cytoplasm of wild type discs, and it was even stronger in the *CR40469* mutants, indicating that *CR34335* is a cytoplasmic lncRNA (Supplemental Figure S5A-D). Nevertheless, probably due to its lower expression levels in development, we could not detect *CR40469* transcripts in the wing imaginal disc (Supplemental Figure S5E, F).

### Regeneration mutant phenotypes are rescued by ectopic expression of *CR40469*

To elucidate whether the ectopic expression of *CR40469* or *CR34335* was sufficient to restore the regeneration capacity of *CR40469* homozygous mutants, we generated transgenic flies carrying a copy of the *CR40469* or the *CR34335* genes downstream of a UAS sequence. To assess the efficiency of the transgenes, we performed *in situ* hybridization using a *nubbin* driver (*nub-Gal4*) to induce their expression in the pouch of the wing disc in a *CR34335* homozygous mutant background. This choice was made to avoid the potential masking effect of high *CR34335* levels on the detection of the ectopic expression of the transgenes. Similar to the endogenous *CR34335* (Supplemental Figure S5A–D), we observed ectopic *CR34335* also in the cytoplasm (Figure 7A). Also, upon inducing *CR40469* expression in *CR34335* mutants, a cytoplasmic signal was detected (Figure 7A), suggesting that the endogenous *CR40469* might also be located in the cytoplasm. We next analyzed the effects of the ectopic expression of *CR40469* and *CR34335* in the wing in a wild type background using *nub-Gal4*, whose domain encompasses the entire wing blade in the adult. In both cases, adult wings showed normal vein patterning (Figure 7B) and size (Figure 7C), indicating that the overexpression of *CR40469* or *CR34335* does not affect normal wing development. Similarly, no visible defects were detected in adult flies when using a ubiquitous driver (data not shown). Next, we tested whether expression of *CR40469* or *CR34335* could rescue the aberrant wing phenotypes observed upon the activation of cell death in *CR40469* homozygous mutants. We combined the induction of cell death in the *spalt* domain with the expression of *CR40469* or *CR34335* in the *nub* domain. The ectopic expression of *CR40469* significantly increased the proportion of regenerated wings observed in *CR40469* mutant flies following the induction of cell death (Figure 7D, E). Additionally, *CR40469* expression led to significantly larger wings compared to controls, indicating that not only vein patterning but also wing size is recovered (Figure 7F). On the other hand, expressing *CR34335* in the *nub* domain of *CR40469* mutants also resulted in a higher number of regenerated wings, although wing size was not significantly restored (Figure 7D–F). Taken together, our findings point to a potential *trans*-acting role of *CR40469* during the damage response, with *CR34335* potentially performing a partially redundant function in regeneration when *CR40469* is absent.

**Figure 7.**
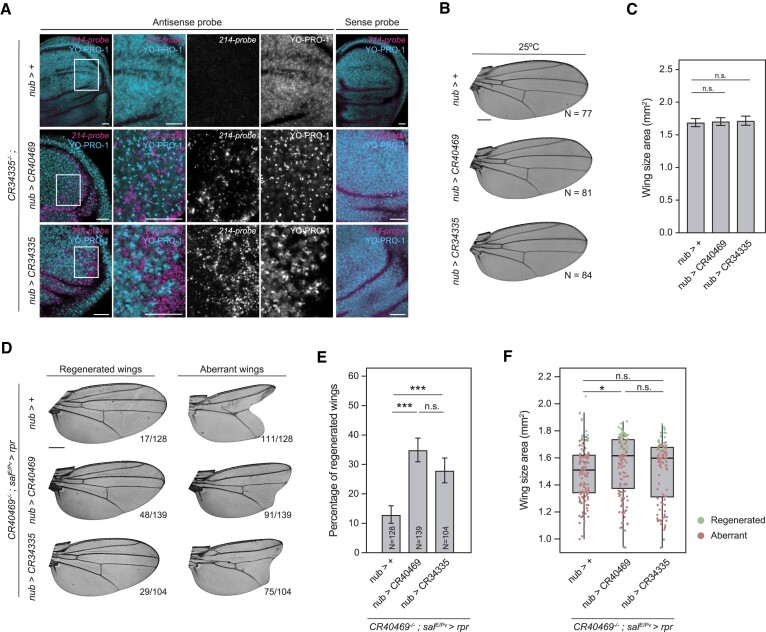
Ectopic expression of *CR40469* rescues the *CR40469* mutant regeneration phenotypes. (**A**) *In situ* hybridization of the wing imaginal disc in control (top row) or after expression of *CR40469* (middle row) or *CR34335* (bottom row) driven by a *nub* promoter in a *CR34335* homozygous mutant background. *214-probe* is complementary to both *CR40469* and *CR34335*. *N* ≥ 4 per condition. Scale bar = 20 μm. (**B**) Sample wings of *nub>+* (control), *nub > CR40469* and *nub > CR34335* incubated at 25ºC. (**C**) Wing size of genotypes represented in B. (**D**) Sample images of most common phenotypes of regenerated and aberrant wings of *nub>+*, *nub > CR40469* and *nub > CR34335* in a *CR40469* homozygous mutant background. The number of wings per phenotype is represented. (**E**) Percentage of regenerated wings from D. (**F**) Wing size of genotypes represented in D. Quartiles, interquartile range and median are represented. Regenerated and non-regenerated wings are shown in green and red, respectively. The mean and SD are represented in C and E. Scale bars in B and D = 250 μm. (***) *P* < 0.001; (*) *P* < 0.05; n.s. = non-significant.

## Discussion

Non-coding transcripts are being increasingly identified in transcriptional studies and there is growing evidence of lncRNA functionality. It is likely that the most expressed lncRNAs are actively or potentially involved in several cellular processes (7). Here, with the aim of describing the participation of lncRNAs in development and regeneration, we have studied their expression in *Drosophila* imaginal discs. Compared to the around 8000 PCGs expressed in the discs, we have only detected the expression of around 200 lncRNAs. As previously reported for *Drosophila* and other species (1,3,8), the tissue and stage specificity of lncRNAs is remarkably higher than that of PCGs regardless of the tissue or developmental stage analyzed, implying a tight control of lncRNA transcription in the developing imaginal discs.

One of the most studied functions of lncRNAs is their ability to influence gene expression at multiple levels, including the modulation of chromatin accessibility, the activation of RNA polymerase II, the recruitment of transcription factors, and the regulation of mRNA elongation (9). LncRNAs can act in *trans*, functioning far and independently of their transcription site (65,66), or in *cis*, acting near and depending on their locus (67). In humans, the expression of lncRNAs tends to correlate with the expression of overlapping and genomically close PCGs (1). Currently, there is no similar data in *Drosophila*, but the higher genome compactness may reinforce the same idea. Here, we have associated each lncRNA expressed in the developing discs with their overlapping or closest PCG. Regardless of the tissue type, ∼25% of the analyzed pairs have shown concordant expression profiles in development. We postulate that some of these concordant lncRNAs could regulate the expression of their associated PCG in *cis*. Consequently, we have analyzed the functions of the concordant PCGs to infer the biological processes in which their paired lncRNAs might participate. Our findings highlight that lncRNAs expressed in the developing discs are preferentially located near PCGs involved in key developmental processes, such as wing disc morphogenesis in the wing disc, phototransduction in the eye disc, and imaginal disc-derived leg morphogenesis in the leg disc. Although we cannot discard the fact that some of the concordant lncRNA-PCG pairs might just reflect the sharing of the same regulatory elements, some of these lncRNAs could be involved in the regulation of key PCGs during development.

Evaluating the functionality of lncRNAs presents significant challenges, and the effects of their lack of function can only be determined conclusively after thorough monitoring of the potential phenotypic impact across various conditions. We chose to study lncRNAs expression and function following damage because of the dynamic changes that take place during the process of regeneration. A few studies have undertaken global analyses of lncRNAs in regeneration, for instance following injury in skeletal muscle (68) or during cardiac regeneration in zebrafish (69). Specific lncRNAs have also been linked to regeneration: H19 is associated with nerve degeneration and regeneration in rats (70), and mucosal regeneration in mice (71); lncMREF is a positive regulator of muscle regeneration in mice, pigs and humans (72); *CR46040* has recently been identified as crucial for the proliferation of intestinal stem cells in response to injury in *Drosophila* (73). In the context of wing regeneration, we have identified a subset of 131 DE lncRNAs that could participate in the recovery process. In line with their high specificity, most lncRNAs are DE in one particular time-point, suggesting that they might be required only during specific periods. In contrast to the peak of active transcription described for PCGs (39), DE lncRNAs tend to be downregulated in regeneration rather than upregulated, suggesting that coding and non-coding genes are regulated differently in response to damage.

We have focused our study on the intergenic lncRNA *CR40469*, which is upregulated after damage in the wing imaginal disc and is required for the regeneration process. *CR40469* is exclusively found in *Drosophila melanogaster* and its sequence is included within the sequence of the lncRNA *CR34335*, whose 5′ and 3′ ends are conserved in a variety of *Drosophila* species. This led us to hypothesize that *CR40469* may have emerged from the *CR34335* locus through a duplication event specific to *Drosophila melanogaster*. In fact, *CR40469* is located in the subtelomeric region of the X chromosome, immediately after the most proximal *HeT-A* element, one of the retrotransposons responsible for telomere elongation in flies (74,75), reinforcing the hypothetical scenario of retrotransposition involving *CR34335*, which is located 3.2 Mb downstream. Both genes show an opposite expression pattern: while *CR40469* is probably silenced within heterochromatin in most cells and conditions, *CR34335* is highly and ubiquitously expressed at similar levels of genes encoding for ribosomal subunits (Supplemental Figure S6A, B). Upon cell death, however, *CR40469* is upregulated and *CR34335* is downregulated. This contrasting expression profile, coupled with their high sequence similarity, suggests that these lncRNAs might engage in competitive binding for specific factors involved in regulating their expression or stability.

The subcellular localization of lncRNAs is crucial in determining their molecular function (76). We have detected *CR34335* transcripts in the cytoplasm. Although we could not detect endogenous *CR40469* transcripts, we have identified ectopic *CR40469* also in the cytoplasm, indicating that both lncRNAs are exported from the nucleus. Multiple studies have indicated that the majority of cytoplasmic lncRNAs localize to ribosomes (77,78). It is speculated that some of these lncRNAs may be translated into small peptides (79), some of which have been shown to be functional (80–82). Indeed, a short peptide consisting of 33 amino acids is predicted from both *CR40469* and *CR34335* (Supplemental Figure S6C). The likelihood that this small peptide is actually translated is low considering that the predicted amino acid sequence is included in the region shared by *CR40469* and *CR34335*, which is not conserved in other species (Supplemental Figure S6C) and no peptide domains can be inferred. Moreover, its amino acid sequence does not match peptides identified in proteomics experiments (83), which is unusual given the high expression levels of *CR34335*. Thus, although *CR34335* was identified in the polysomal fraction of early embryos (84) and S2 cells (83), this association is not evidence of translation, as some lncRNAs are known to regulate mRNA translation and stability by binding to ribosomes (76), which could be relevant to the roles of *CR40469* and *CR34335*. It is also important to consider the influence of the extra nucleotides at the 5′ and 3′ ends of *CR34335* compared to *CR40469*, which might result in diverse secondary structures or binding associations, thus potentially affecting their molecular function.

In addition to its subcellular localization, a *trans*-acting role for *CR40469* in regeneration may be implied by the seemingly stochastic distribution of differentially expressed genes in *CR40469* mutants across the *Drosophila* genome. 

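Over the chromosomes, the 18 called genes were 2 on 2L, 2 on 2R, 4 on 3L, 3 on 3R and 7 on X. Chromosome X held 1372 of the 8014 tested genes with a position on a main chromosome, which is 17.1%. The odds ratio for a called gene to lie on X was 3.09 (95% confidence interval 1.01 to 8.75, two-sided Fisher's exact test, p = 0.0236). Without the deleted gene, 6 of 17 called genes were on X (odds ratio 2.65, two-sided Fisher's exact test, p = 0.0561). In 5 of the fits that each left out one library the p was over 0.05, and without control replicate 1 the odds ratio was 0.967. The same count was made over genes with a low unadjusted p, with thresholds chosen after the values were seen. At an unadjusted p under 0.001, 22 of 55 genes were on X (odds ratio 3.26). Under 0.01 it was 48 of 144 (odds ratio 2.47, 95% confidence interval 1.70 to 3.55, two-sided Fisher's exact test, p = 1.73e-06), and under 0.05 it was 120 of 387 (odds ratio 2.29). Of the 95 genes of Supplemental Table S4, 37 were on X (odds ratio 3.15). Genes on one chromosome are not independent of each other, and Fisher's test treats them as if they were.

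**Figure D4:**
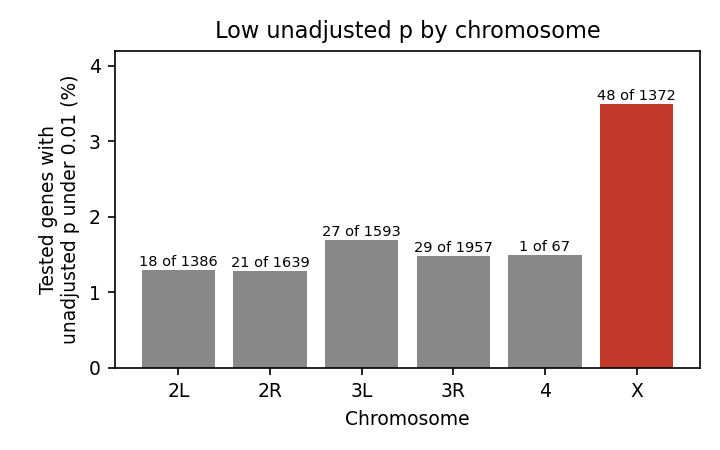
Share of the tested genes of each chromosome with an unadjusted p under 0.01 from limma, in percent, with the numbers of genes above each bar. The share was 3.50% on X (red) and between 1.28% and 1.69% on the other chromosomes (grey), of which chromosome 4 had 1 gene of 67.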

The restoration of the regeneration capacity in *CR40469* mutants following ectopic expression of *CR40469* further supports its *trans*-acting role. Moreover, the observation that ectopic expression of *CR34335* is able to partially rescue the regeneration capacity of *CR40469* mutants suggests a potential functional substitution of *CR34335* in the absence of *CR40469*. In conclusion, our study identifies *CR40469* as a *trans*-acting cytoplasmic lncRNA participating in wing regeneration. Additionally, as the non-coding genome remains largely unexplored, the partial duplication of lncRNAs that we have uncovered in our study may not necessarily be an exceptional phenomenon, but an instance of a more general mechanism by means of which lncRNAs acquire novel functions.

## Supplementary Material

lqae091_Supplemental_Files

## Data Availability

All raw sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE223411.

# Supplementary material for: Long non-coding RNAs involved in Drosophila development and regeneration
**Source:** NAR Genom Bioinform. 2024 Aug 16;6(3):lqae091. doi: 10.1093/nargab/lqae091
**Supplement:** lqae091_Supplemental_Files

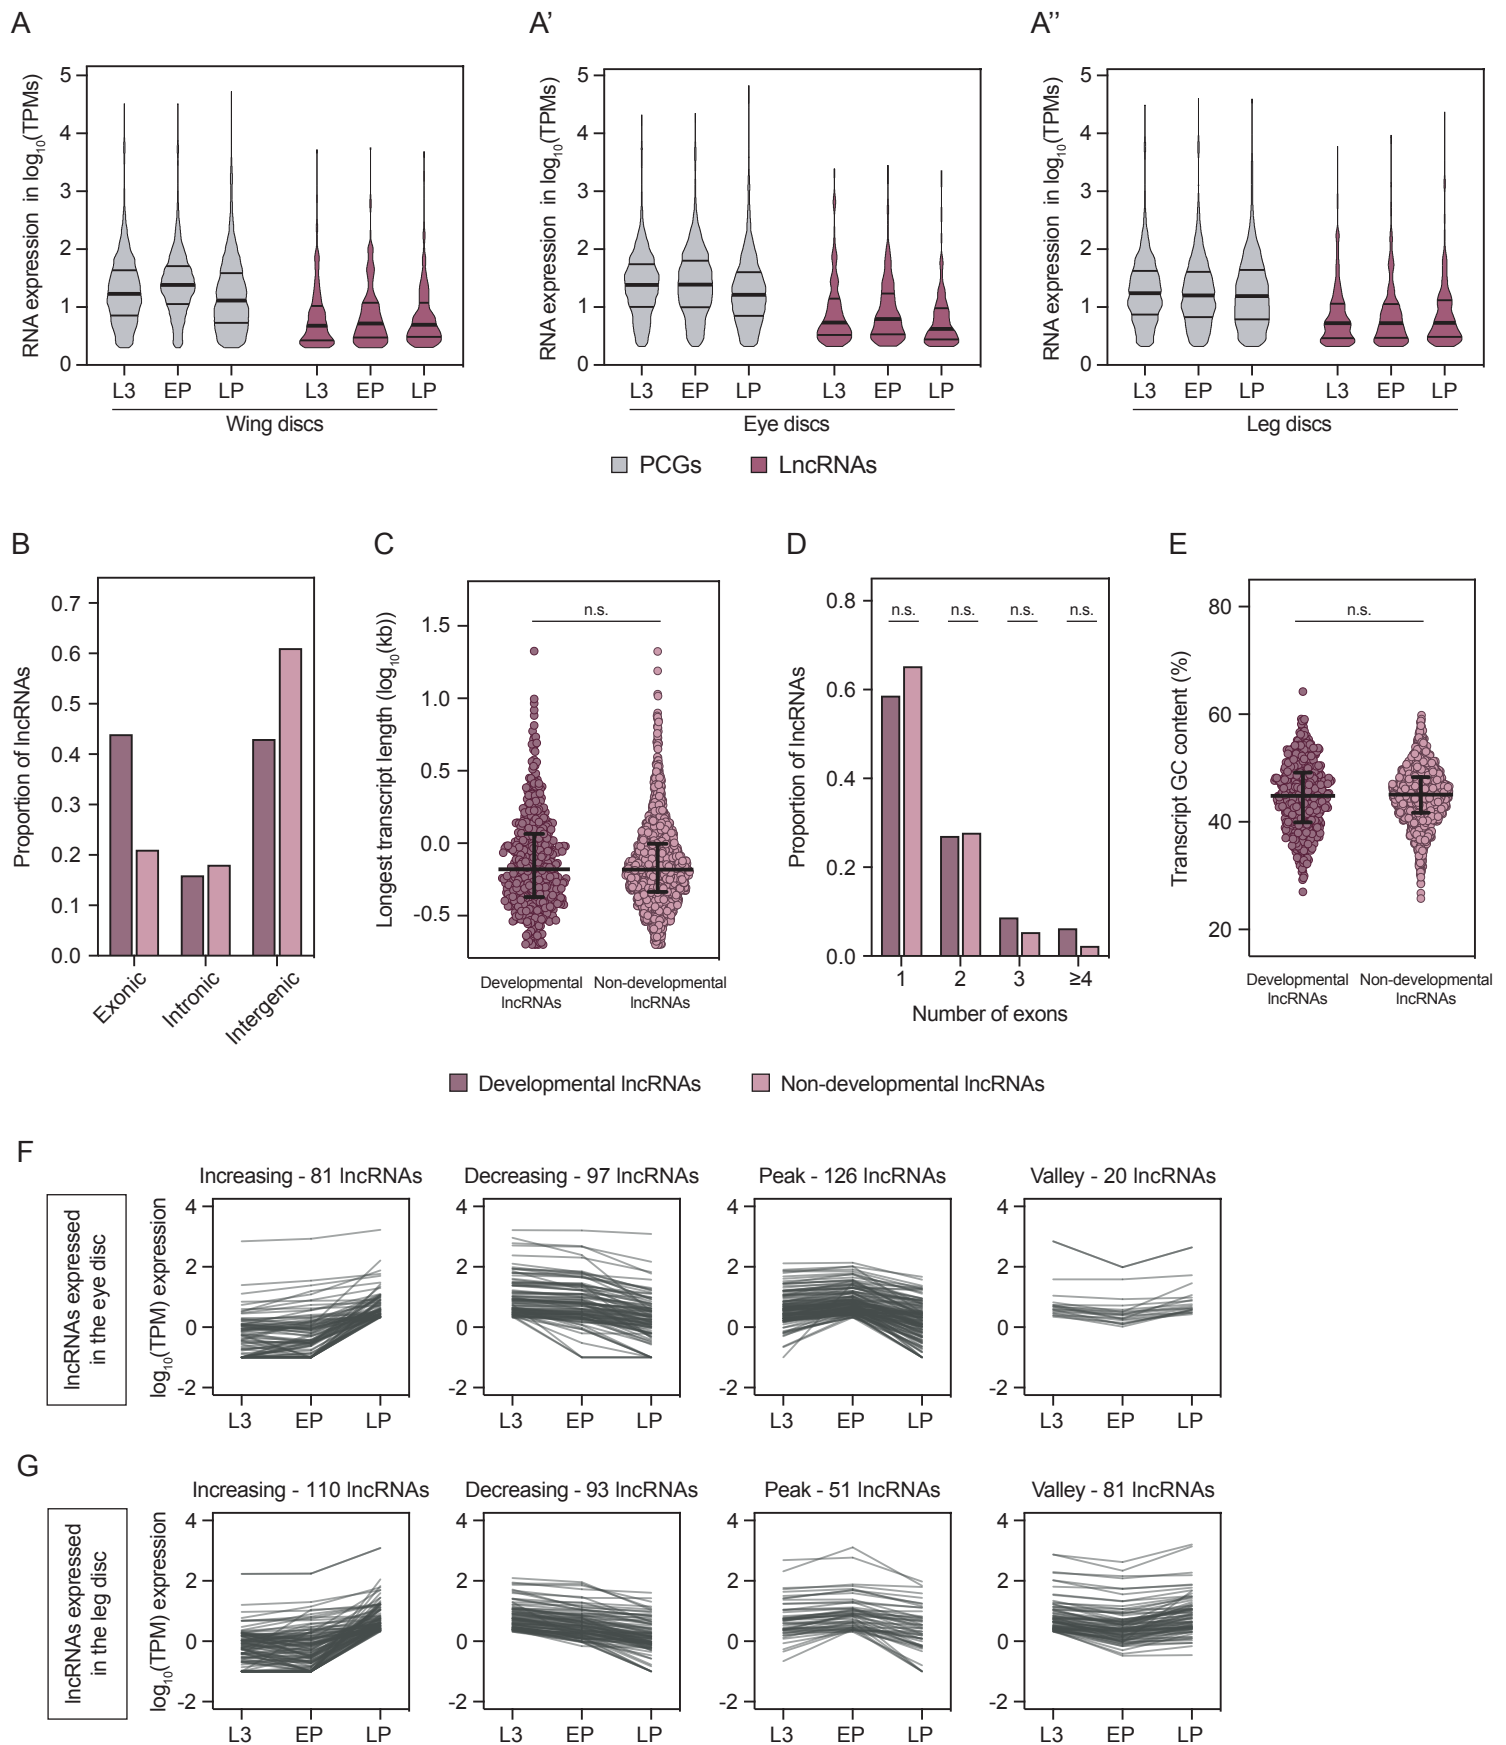

**Supplemental Fig. S1.** Characterization of genes expressed in developing imaginal discs. (**A-A'-A''**) Violin plots showing the expression of PCGs and lncRNAs expressed at least 1 TPM in the wing, eye or leg discs. The first quartile, median and third quartile are represented. (**B**) Classification of developmental lncRNAs (expressed in at least one developmental sample) and non-developmental lncRNAs (not expressed in the wing, eye and leg discs) into exonic, intronic or intergenic. (**C**) Length of the longest transcript for each lncRNA. Length is presented as the log base 10 in kilobases. Median and interquartile range are represented. (**D**) Number of exons of the longest transcript for each lncRNA. (**E**) GC content of the longest transcript for each lncRNA. Median and interquartile range are represented. (**F**) Classification of the lncRNAs expressed in the eye disc during development. (**G**) Classification of the lncRNAs expressed in the leg disc during development. Data from Ruiz-Romero et al. 2022.

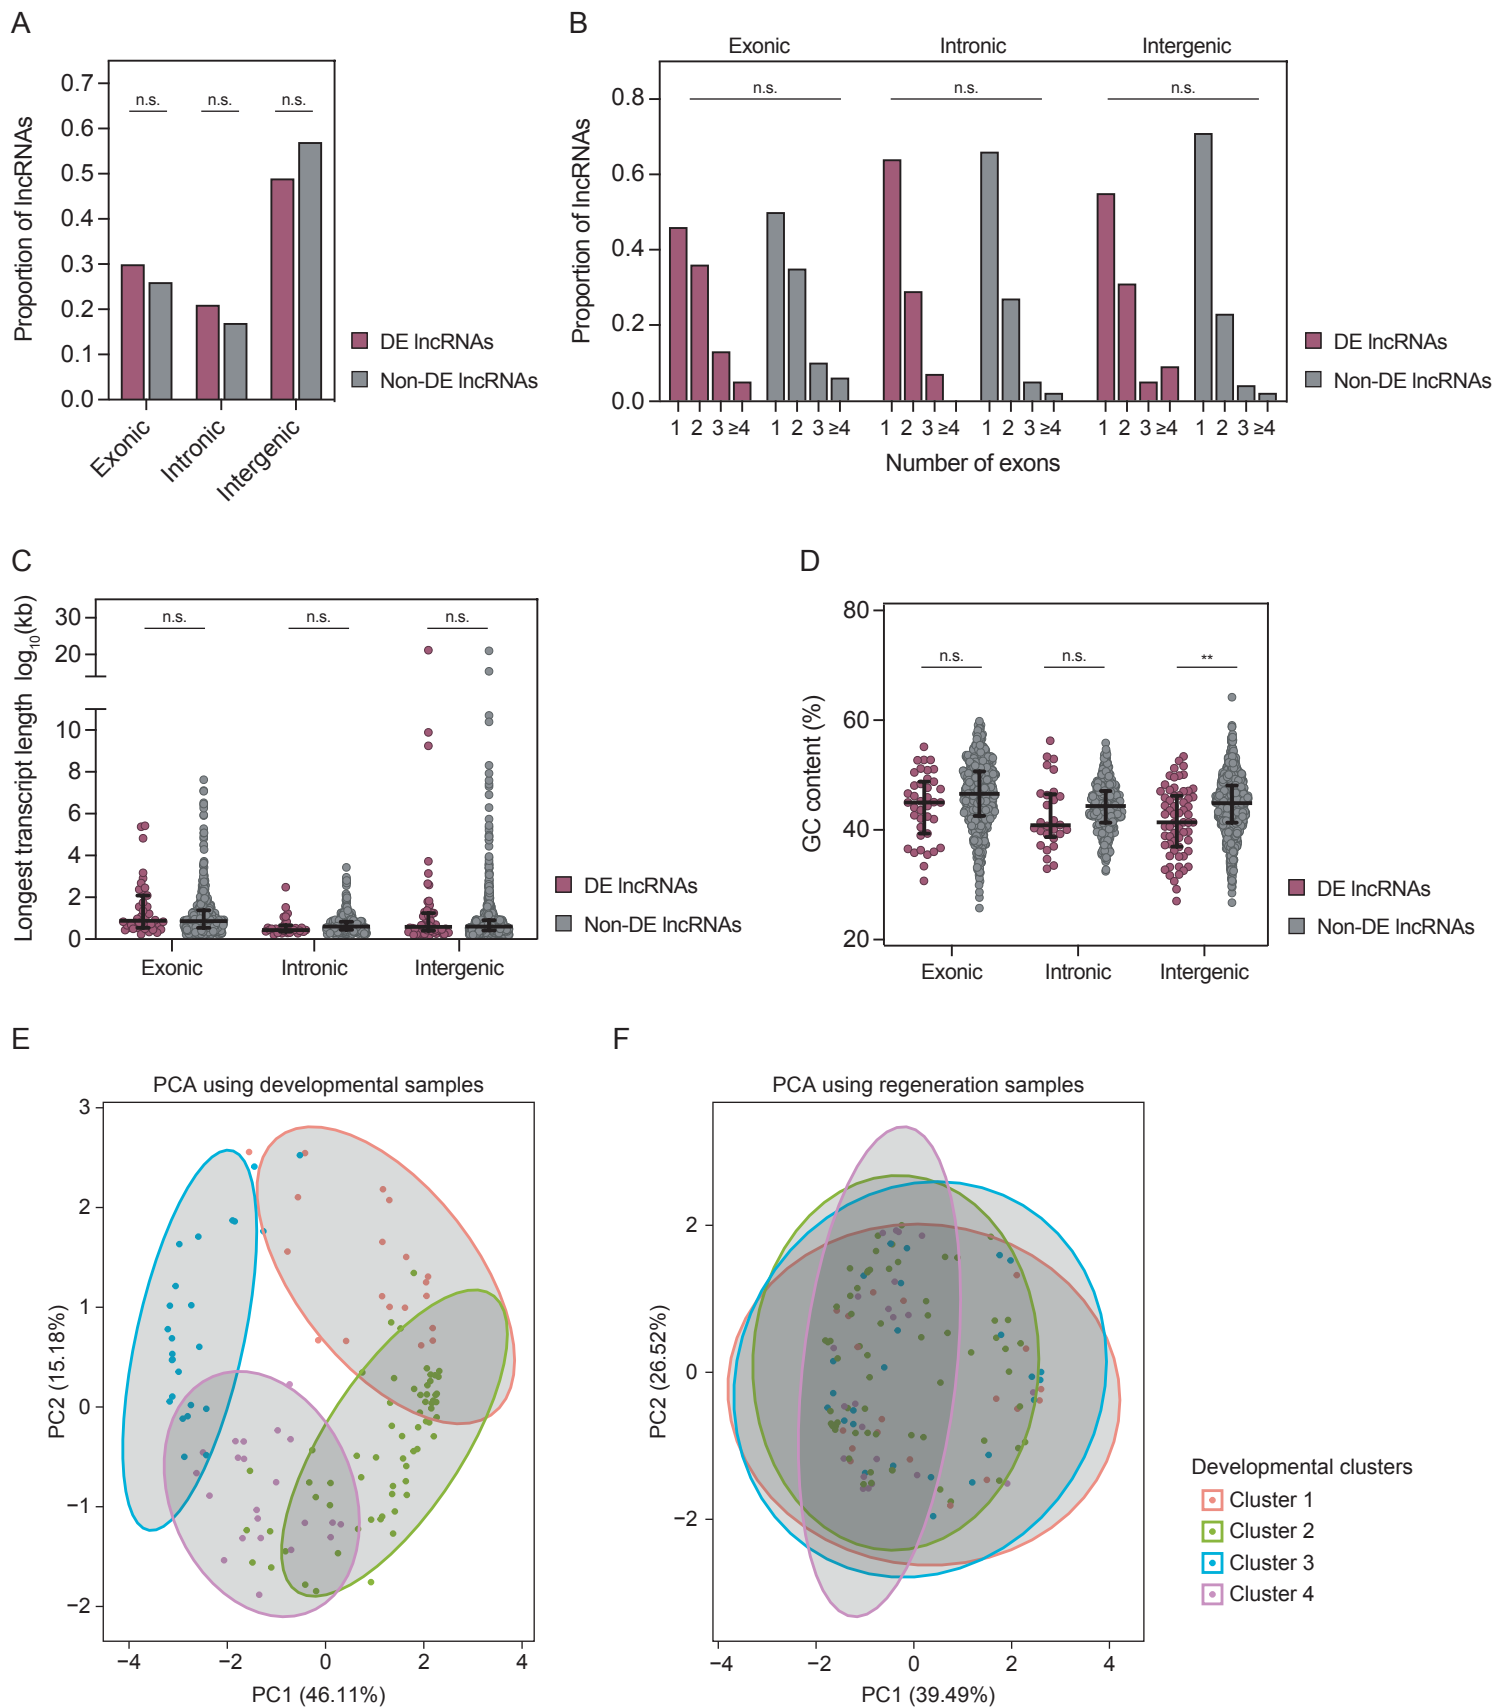

**Supplemental Fig. S2.** Differentially-expressed (DE) lncRNAs in regeneration. **(A)** Proportion of exonic, intronic and intergenic lncRNAs. **(B)** Classification of exonic, intronic and intergenic lncRNAs according to the number of exons in their longest transcript. **(C)** Longest transcript length of exonic, intronic and intergenic lncRNAs. **(D)** GC content of the longest transcript of exonic, intronic and intergenic lncRNAs. **(E)** Principal component analysis (PCA) based on the expression in development of DE lncRNAs. **(F)** PCA based on the expression in regeneration of DE lncRNAs. The color code in E and F represents the 4 gene clusters defined in Figure 3H. PCAs shown in E and F were based on the expression of the 129 clustered lncRNAs differentially-expressed in regeneration normalized as Z-scores. The median and interquartile range are represented in C and D.  $p < 0.01$  (\*\*); n.s. = non-significant. Data from Vizcaya-Molina et al 2018.

A

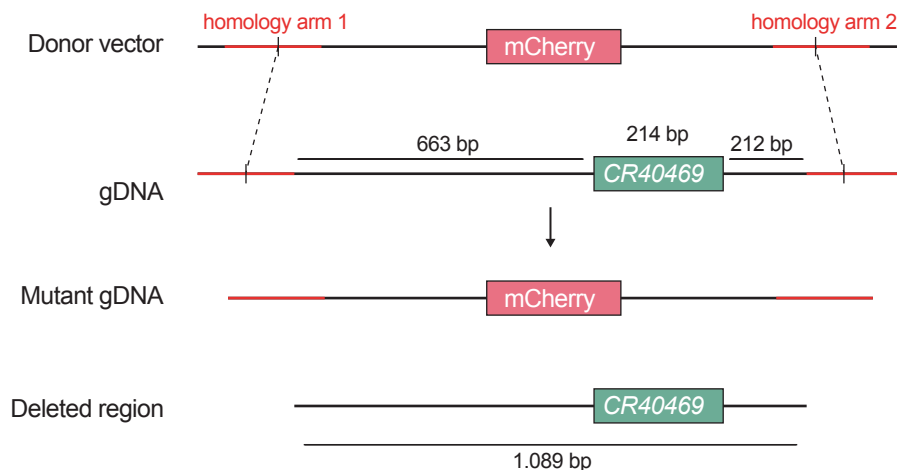

B

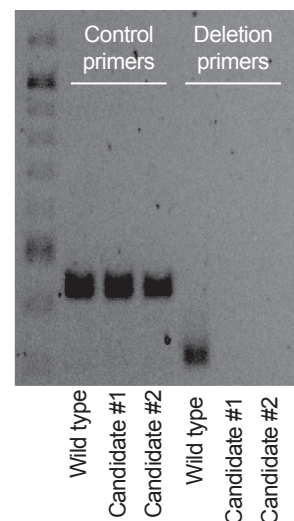

C

|               |                                                                |     |
|---------------|----------------------------------------------------------------|-----|
| CR40469       | -----CACGTTCTCACTAATTGTGGCTA                                   | 24  |
| CR34335-short | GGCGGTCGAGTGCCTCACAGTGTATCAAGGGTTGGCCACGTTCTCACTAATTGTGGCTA    | 60  |
| CR34335-long  | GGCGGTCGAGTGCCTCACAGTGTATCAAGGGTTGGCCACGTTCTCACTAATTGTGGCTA    | 60  |
|               | *****                                                          |     |
| CR40469       | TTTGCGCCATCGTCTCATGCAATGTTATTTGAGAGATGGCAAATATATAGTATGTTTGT    | 84  |
| CR34335-short | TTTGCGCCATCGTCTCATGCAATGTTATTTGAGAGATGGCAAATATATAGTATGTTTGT    | 120 |
| CR34335-long  | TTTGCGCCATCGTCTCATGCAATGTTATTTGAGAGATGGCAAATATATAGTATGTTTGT    | 120 |
|               | *****                                                          |     |
| CR40469       | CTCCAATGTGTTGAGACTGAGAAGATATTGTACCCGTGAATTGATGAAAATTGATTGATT   | 144 |
| CR34335-short | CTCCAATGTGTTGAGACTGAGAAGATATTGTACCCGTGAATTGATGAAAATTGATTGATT   | 180 |
| CR34335-long  | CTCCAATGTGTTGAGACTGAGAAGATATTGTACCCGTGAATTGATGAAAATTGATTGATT   | 180 |
|               | *****                                                          |     |
| CR40469       | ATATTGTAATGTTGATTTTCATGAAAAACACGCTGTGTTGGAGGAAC TCAAACAAAACAAG | 204 |
| CR34335-short | ATAT-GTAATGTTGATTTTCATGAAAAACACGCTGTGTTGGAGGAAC TCAAACAAAACAAG | 239 |
| CR34335-long  | ATAT-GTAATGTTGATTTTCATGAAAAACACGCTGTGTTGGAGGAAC TCAAACAAAACAAG | 239 |
|               | **** *****                                                     |     |
| CR40469       | CAAAAAATCC-----                                                | 214 |
| CR34335-short | CATAAAATCC-----                                                | 249 |
| CR34335-long  | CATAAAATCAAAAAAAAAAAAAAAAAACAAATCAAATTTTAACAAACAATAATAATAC     | 299 |
|               | ** *****                                                       |     |
| CR40469       | -----                                                          | 214 |
| CR34335-short | -----                                                          | 249 |
| CR34335-long  | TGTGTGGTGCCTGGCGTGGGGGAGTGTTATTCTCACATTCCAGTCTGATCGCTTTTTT     | 359 |
| CR40469       | -- 214                                                         |     |
| CR34335-short | -- 249                                                         |     |
| CR34335-long  | TT 361                                                         |     |

Identities 212/214(99%)

Gaps 1/214(0%)

**Supplemental Fig. S3.** *CR40469* mutant validation and sequence alignment. (A) Schematic representation of the deleted genomic region containing the full *CR40469* locus, 663 bp upstream and 212 bp downstream. (B) Electrophoresis of PCR products to confirm the deletion of *CR40469*. Primers hybridizing 3 Mb downstream of the deletion site were used as control primers, while primers hybridizing within the deleted region were used to confirm the absence of the deleted sequence. The deletion was confirmed for candidates #1 and #2. (C) Sequence alignment of the *CR40469* and *CR34335* transcripts. The single transcript of *CR40469* and the short and long isoforms of *CR34335* were used for the alignment. 212 of the 214 nt of the *CR40469* transcript are identical in both *CR34335* isoforms. Identities are marked with an asterisk (\*).

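In the annotation, *CR40469* has a single transcript of 214 bp in 1 exon. *CR34335* (FBgn0267910) has transcripts of 249 bp, from 3545862 to 3546110, and 361 bp, from 3545750 to 3546110, on the minus strand of chromosome X of dm6. Paired reads of 50 bp from the shared stretch align to both genes where neither read of the pair holds a differing base. RSEM then divides such pairs by an estimate from the other reads. In its methods for the earlier regeneration data, the paper reports from visual inspection that the differing bases were enough to place reads. In the 6 libraries used here, *CR40469* made up 2.75, 1.87 and 2.51% of the summed TPM of both genes in the replicates labelled control, and 21.7, 16.8 and 13.4% in those labelled mutant. The sum was 3132 ± 581 TPM (SD, n = 3) in the libraries labelled control and 2329 ± 140 TPM (SD, n = 3) in the libraries labelled mutant.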

A

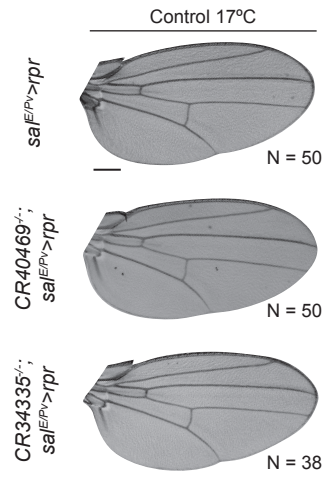

B

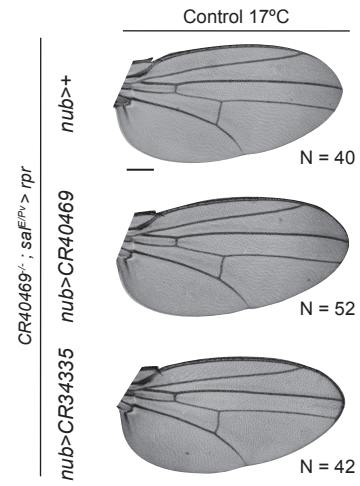

**Supplemental Fig. S4.** Sample images from adult wings incubated at 17°C. **(A)** Control adult wings containing *sal<sup>EPV</sup>>rpr* in a wild type, *CR40469* homozygous mutant, or *CR34335* homozygous mutant background. **(B)** Control adult wings containing *sal<sup>EPV</sup>>rpr* in a *CR40469* homozygous mutant background, plus *nub>+*, *nub>CR40469* or *nub>CR34335*.

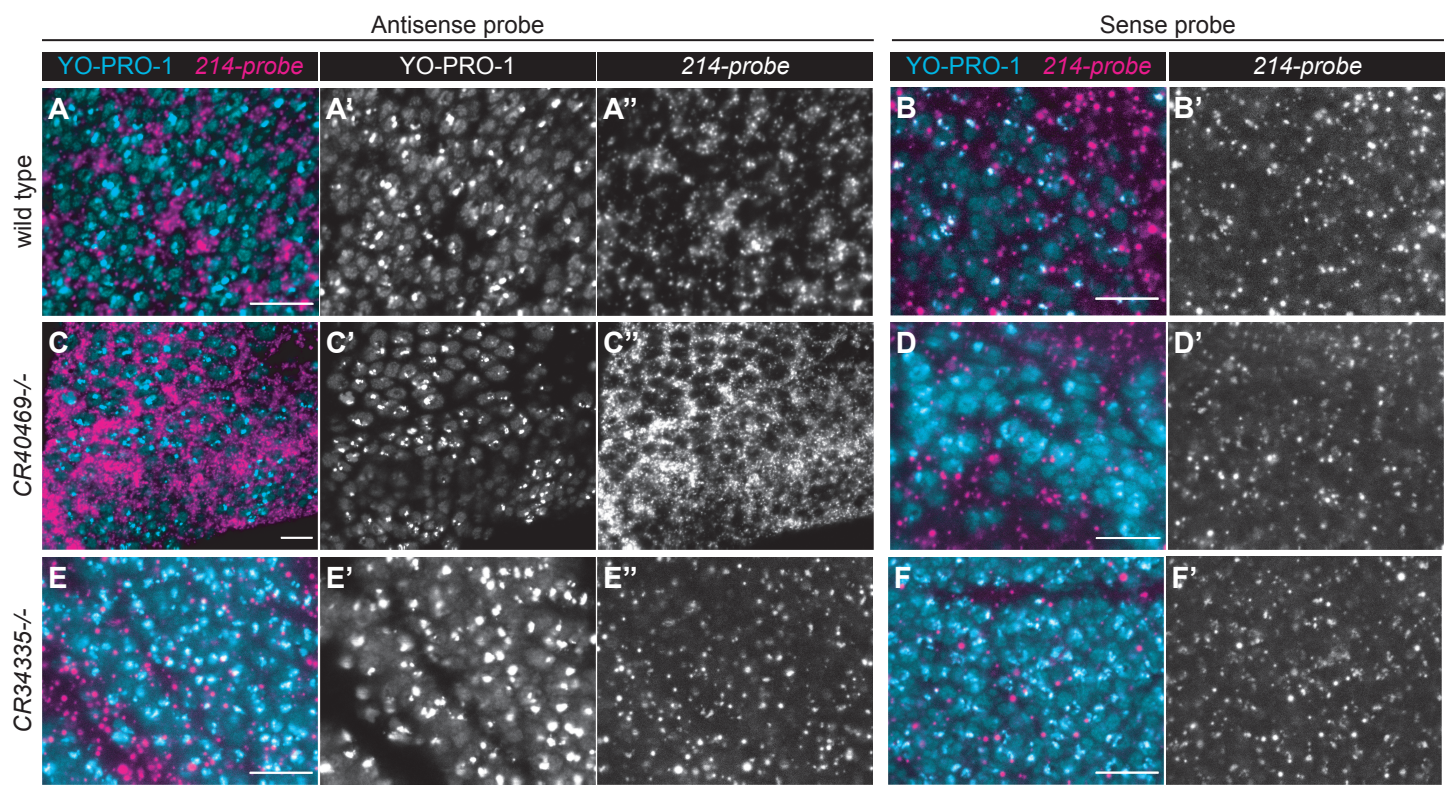

**Supplemental Fig. S5.** Subcellular localization of *CR40469* and *CR34335* in the wing disc. FISH imaging of (A-B) wild type, (C-D) *CR40469* homozygous mutants, and (E-F) *CR34335* homozygous mutants hybridized with the antisense 214-probe designed to detect the *CR40469* and *CR34335* transcripts (A,C,E), or hybridized with a sense 214-probe as negative control (B,D,F).  $N \geq 10$  per condition. Scale bar = 10  $\mu\text{m}$ .

A

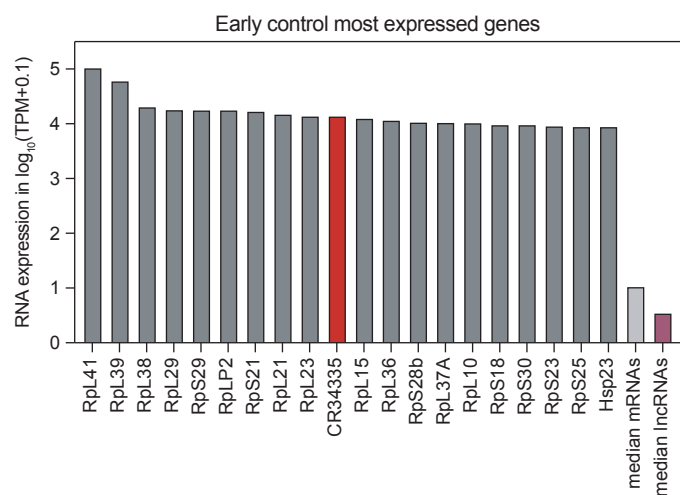

B

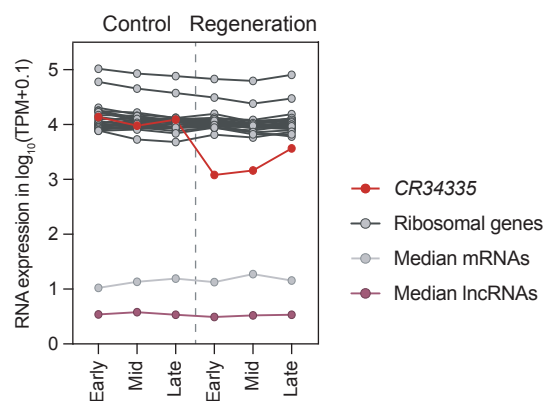

C

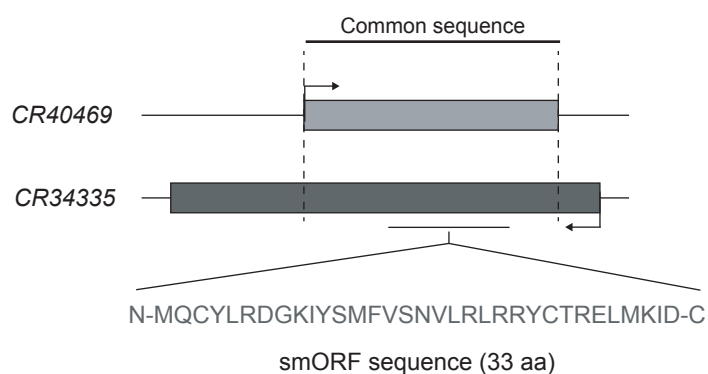

**Supplemental Fig. S6.** Analysis of *CR34335* expression and putative small ORF. **(A)** Expression of the 20 most expressed genes in the early control wing discs. **(B)** Expression of *CR34335* compared to that of ribosomal genes in the control and regeneration samples during the early, mid and late stages. **(C)** Predicted small ORF within the *CR40469* and *CR34335* RNA sequence using ORFinder. Localization and amino acid sequence of the predicted small ORF present in the *CR40469* and *CR34335* transcripts. Data from Vizcaya-Molina et al. 2018.

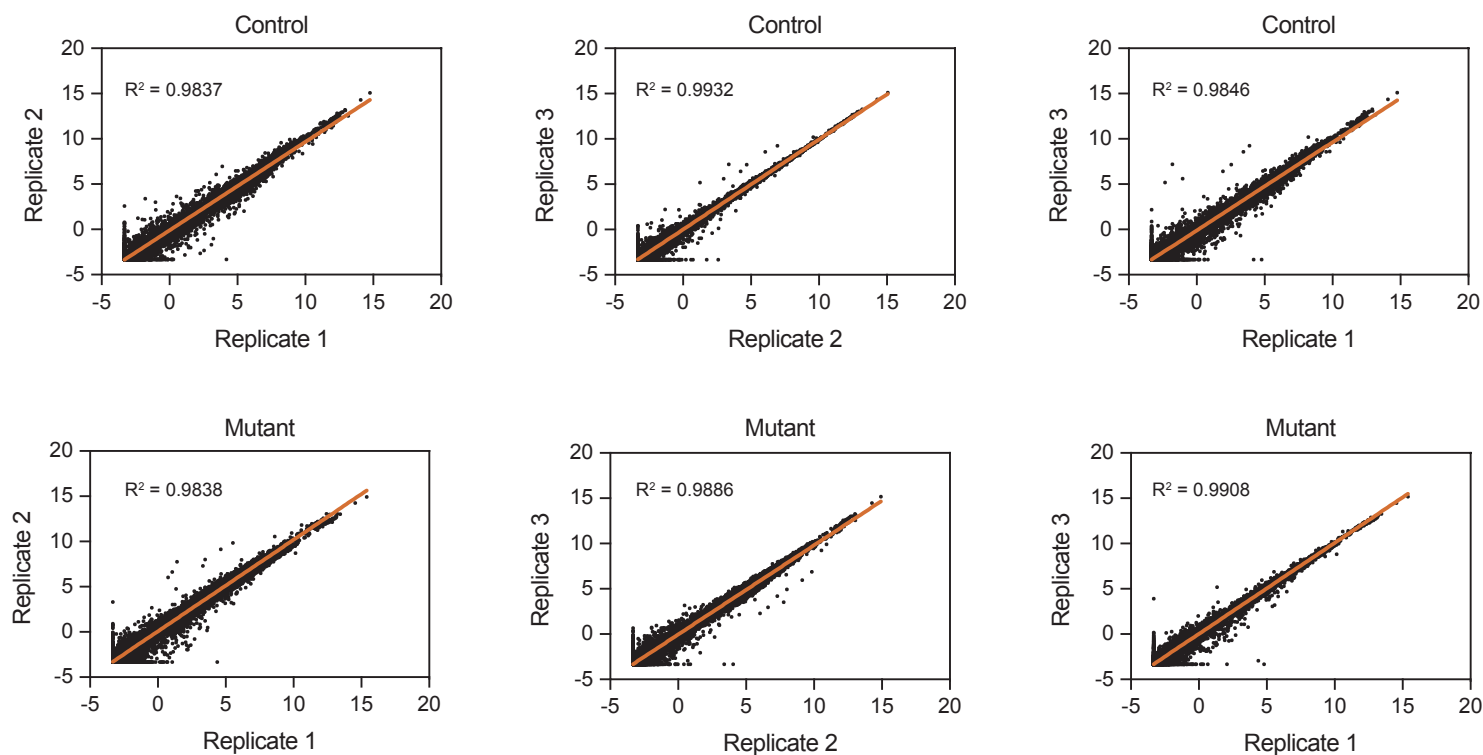

**Supplemental Fig. S7.** Replicate analysis of RNA-seq data. Scatter plots showing the correlation between the three biological replicates per each condition. Each dot represents the  $-\log_2$  TPMs of each gene per replicate. Coefficient of determination ( $R^2$ ) was higher than 0.98 in each comparison. The linear regression line is represented in orange.

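The coefficient of determination was recomputed across the 16455 genes of the files on log2(TPM + 0.1), for each pair of libraries with the same label. Genes are not independent replicates, so the values describe the libraries and carry no test. For the libraries labelled control, R2 was 0.984 for replicates 1 and 2, 0.990 for replicates 1 and 3 and 0.988 for replicates 2 and 3. For the libraries labelled mutant, R2 was 0.984 for replicates 1 and 2, 0.985 for replicates 1 and 3 and 0.993 for replicates 2 and 3. Between libraries of different labels, the 9 pairs ranged from 0.981 to 0.989. Genes near 0 in both libraries raise these values. Over the genes with at least 1 TPM in at least 1 library, the lowest R2 was 0.934, for replicates 1 and 2 labelled mutant.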

How the deposited data were processed for this re-analysis (not part of the article)

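RNA-seq data of wing discs of *Drosophila melanogaster* at the early stage of regeneration were analysed, with 3 libraries labelled control and 3 labelled *CR40469* mutant. The labels and the paper's methods give 16 h of *rpr* expression and 50 discs per library. The authors aligned paired reads of 50 bp to dm6 with STAR within the grape-nf pipeline, with alignments to at most 10 loci kept, and quantified the genes of the FlyBase annotation with RSEM. The deposited files hold the TPM per gene that the authors obtained from RSEM, written to 2 decimals, for 16455 genes and with 1 file per library. They hold no counts, and TPM keep no depth, so no interval for counting error can be given. The depth is known only from the paper's Supplemental Table S6, which reports between 44361094 and 47365674 mapped reads per sample. A symbol and a position on dm6 were found for 16402 gene identifiers and not for 53.
TPM were compared with limma 3.58.1 in R 4.3.3, with lmFit and eBayes on log2(TPM + 1) and the genotype label as the only term. Genes with at least 1 TPM in at least 1 library were tested, which kept 8051 genes and left out 8404. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute fold change over 1.7, the thresholds of the paper. A test on counts had been planned for the case that the files held them. Because they hold TPM, the fit on log2(TPM + 1) that had been written down for that case was used. The median log2 fold change of all tested genes was 0.13, and 0.0014 when each library was divided by its median ratio to the geometric mean of each gene. Changes near 0 are therefore not distinguished from this shift. Reads that RSEM divided between near-identical genes, such as *CR40469* and *CR34335*, or between overlapping genes cannot be followed in TPM.
The tests were tried on simulated data, in which 200 of 7943 genes were changed by a fold change of 3 between 3 and 3 libraries. Of these, 175 were called, none in the wrong direction, and 4 unchanged genes were called. The changed genes were drawn only from those above a floor of mean expression, and noise was drawn for each gene separately. The share called therefore does not cover low genes, smaller changes or differences shared by a whole library.
Gene sets were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation and with fry. The sets were the genes within 100 kb of *CR40469*, the lncRNAs that the paper's Supplemental Table S2 lists as changed early in regeneration, and lists of genes of the damage response, the ecdysone response, fat body, haemocytes, muscle, salivary gland, yolk proteins and the RNAs of male X dosage compensation. The yolk protein list had no gene above the filter and was not tested. The position of called genes on X was tested with Fisher's exact test among the tested genes. Distances were measured between the nearest ends of 2 genes. The R2 of replicates was computed on log2(TPM + 0.1). Figures were drawn with matplotlib 3.10.9.
The design, the gene lists and most alternatives were chosen before the data were examined, and the alternatives added later are named as such in the closing section. The genes named in the text were fixed by a rule. It took every gene the paper names for these libraries or their regions, *roX1* and *roX2*, the called genes closest to *CR40469*, members of a list where it is reported, and the 4 called genes with the largest change in each direction. *png*, *CG42259*, *p24-1*, *CR32205*, *CR33940*, *CG11400*, *CG43103*, *CG3168* and *CR43496* lie outside it and were chosen after their values were seen. The alternatives were another pseudocount, other filters, the replicate number as a block, no fold change threshold, another scaling, a mean-variance trend, a test against the fold change threshold, and each library left out in turn. The non-regenerating discs of the paper's statistical design, the qPCR samples and the data sets of other studies were not used here.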

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

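The tests of an explanation in this part were chosen after the results were seen, except for the count of splits over the marker lists.
The fat body list was lower in the libraries labelled mutant, a signal in genes the paper does not discuss in its text. It was past the threshold in limma's camera, with an adjusted p of 9.38e-06 over 7 tested lists and a median log2 fold change of -0.59 over its 6 tested genes. With an estimated correlation the adjusted p was 0.116, and with fry it was 0.219. No gene of the list was called over all tested genes, 2 had an unadjusted p under 0.05, and 1 was past the threshold when adjusted over the list alone. That gene, *Fbp2*, was listed at 3.02, 2.96 and 2.06 TPM in the libraries labelled control and at 0.52, 0.88 and 0.95 TPM in those labelled mutant, and it is 1 of the genes the paper picked for Supplemental Table S4 from these libraries. Fat body cells in the libraries labelled control would bring all their abundant transcripts. Of the 9 genes of the list, 4 were higher in every library labelled control and 1 was higher in every library labelled mutant. *Tsf1*, the most abundant gene of the list, was at 10.14, 3.74 and 5.79 TPM against 8.58, 4.20 and 4.42 TPM and did not separate the labels. All genes of the list were low, and 2 of the 9 had at least 1 TPM in every library, so that a small share of fat body cells cannot be told apart from a change within the disc. A list past the threshold is also not rare among these libraries. As many lists, 2 or more, were past it in 6 of the 10 splits of the 6 libraries, and up to 4 were in a split that mixed the labels. The difference of genotype stays open and was not tested apart from these.
The list of male X dosage compensation RNAs holds *roX1* and *roX2*, and was lower in the libraries labelled mutant with an adjusted p of 0.0161 in limma's camera. With an estimated correlation the adjusted p was 0.399, and with fry it was 0.738. Without mutant replicate 1 the camera adjusted p was 0.217, and without control replicate 3 it was 0.0972. *roX2* was at 190, 122.48 and 216.73 TPM in the libraries labelled control and at 70.22, 127.40 and 121.13 TPM in those labelled mutant (log2 fold change -0.73, standard error 0.29, limma adjusted p = 0.818). *roX1* was at 229.25, 167.53 and 256.10 TPM against 144.17, 227.41 and 211.79 TPM (log2 fold change -0.17, standard error 0.23, limma adjusted p = 0.821). A smaller share of male discs would lower both RNAs by the same factor and leave their ratio as it was. The log2 ratio of *roX1* to *roX2* was 0.57 higher in the libraries labelled mutant, where the SD was 0.11 in the libraries labelled control and 0.13 in the others (two-sided exact permutation test, p = 0.10, the smallest p that 3 against 3 allow). This speaks against the share of males as the whole cause of the lower *roX2*, and a difference in sex ratio in addition was not tested. A change in *roX2* itself, through genotype or through a variant on its chromosome, may remain, and this is a hypothesis.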

How the results depend on the processing

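No test of an explanation was run in this part. Median-ratio scaling, the filter on at least 1 TPM in 3 libraries, the mean-variance trend, limma's treat, the combined settings and the main-chromosome R2 were chosen after the values were seen. DESeq2, size factors by relative log expression, a filter on counts, a count test against the fold change threshold and a rank by CPM had been planned and were not run, because they need counts. The cause of the changes below was not tested, except that a setting that leaves out a library has fewer samples and that the setting without a filter tests more genes.
Under all 17 settings, no gene within 908 kb of *CR40469* was called, and every tested gene of Supplemental Table S4 stayed on the side opposite to its class in the paper. *CR34335*, *rpr* and the set of genes within 100 kb kept their direction and their side of the threshold under all of theirs. The log2 fold change of *CR34335* ranged from -0.80 to -0.54 and that of *rpr* from 0.18 to 0.41.
Without a filter, 11 genes were called, 6 of them higher and 10 of them in Supplemental Table S4. The closest lower gene was then 13434 kb away, the odds ratio on X was 2.96 with a p of 0.0874, *CR40469* had a log2 fold change of 2.43 with an adjusted p of 0.216, and 1 marker list was past the threshold. The pseudocount of 0.1 gave 23 genes and a log2 fold change of *CR40469* of 2.44, with an adjusted p of 0.0527. With median-ratio scaling 21 genes were called, *CR40469* had a log2 fold change of 2.29 and an adjusted p of 0.0685, *RhoGAP1A* turned to -0.032, and 1 marker list was past the threshold. This scaling moved the median of all genes from 0.13 to 0.0014, so that the turn of *RhoGAP1A* is that of genes in general. With limma's treat, 7 genes were called, 5 higher and 2 lower, all 7 in Supplemental Table S4, *CR40469* had a log2 fold change of 2.43 with an adjusted p of 0.298, and the odds ratio on X turned to 0.807. Over all settings the adjusted p of *CR40469* from limma ranged from 2.72e-05 to 0.298. The stricter filter, at least 1 TPM in 3 libraries, turned the early upregulated lncRNAs to the lower side in limma's camera. Their p was then 0.815.
Over the tested genes as a whole, the replicate numbers did not pair the libraries. The correlation of the deviations from the label means was -0.03 for replicate 1, -0.35 for replicate 2 and 0.16 for replicate 3. An effect of the replicate on a part of the genes is not excluded, since both replicate 1 libraries were high in some lists. With the replicate block, 31 genes were called, 20 higher and 11 lower, of which 28 are in Supplemental Table S4, and 17 were among the 18. With the mean-variance trend and the replicate block, 40 genes were called, 27 higher and 13 lower, of which 35 are in Supplemental Table S4. With the pseudocount of 0.1 and the replicate block, 39 genes were called, 24 higher and 15 lower, of which 32 are in Supplemental Table S4.
Across the 6 fits that each left out one library, the number of called genes ranged from 6 without control replicate 1 to 35 without mutant replicate 1. Higher genes ranged from 5 to 25, lower genes from 1 to 10, and genes of Supplemental Table S4 from 6 to 31. The closest higher gene was between 924 and 3671 kb away, the closer value without mutant replicate 1. The closest lower gene was between 5692 and 9095 kb away, and no lower gene was called on X without control replicate 1, without mutant replicate 3 or with limma's treat, which give no distance. The odds ratio on X ranged from 0.967 without control replicate 1 to 3.25, and the log2 fold change of *CR40469* from 2.11 to 2.65, with an adjusted p over 0.05 without each of control replicates 1, 2 and 3. The number of marker lists ranged from 1 without control replicate 3 to 3. The p of the early upregulated lncRNAs from limma's camera was between 0.0205, without control replicate 1, and 0.748. They turned to the lower side without control replicate 2, where the p was 0.123. Genes close to no change turned. The log2 fold change of *RhoGAP1A* ranged from -0.077 to 0.29, that of *DIP-alpha* from -0.094 to 0.45, that of *CR44999* from -0.017 to 0.70, that of *Gadd45* from -0.23 to 0.21, that of *Ets21C* from -0.26 to 0.13 and that of *roX1* from -0.34 to 0.034. The other values were -0.0074 for *RhoGAP1A* without control replicate 3, 0.0038 for *Gadd45* without mutant replicate 1, and 0.069 and 0.030 for *Ets21C* without control replicate 1 and without mutant replicate 3.
Other named results moved across the threshold without a change of direction. Over the 17 settings, *CR32205* lost its call in 12, *t* and *CG15892* in 5 each, *CG32631* in 4, *CR32368* in 3 and *Unc-115b* in 2. *CG3168* was called in only 9 fits, the main one included. *Lgr4* gained a call in 5 settings, *NT1* and *CR43496* in 4 each, *Karl* and *CG43103* in 3 each, and *CG42259* and *CG11400* in 1 each. The fat body list fell short of the threshold in 2 settings and the list of male X dosage compensation RNAs in 6. *CR32207*, *Cyp6a17*, *p24-2*, *Crg-1* and *CR33940* were called in all 17.
With an estimated correlation 0 marker lists were past the threshold, and with fry 0. With fry, the early downregulated lncRNAs had a p of 0.112 and the early upregulated lncRNAs a p of 0.0335. The largest p of the early downregulated lncRNAs under the other settings was 0.0158, with the estimated correlation. Over genes of at least 1 TPM, R2 fell to 0.934 for control replicates 1 and 2, 0.971 for 1 and 3 and 0.959 for 2 and 3, and to 0.934 for mutant replicates 1 and 2, 0.939 for 1 and 3 and 0.983 for 2 and 3. With a pseudocount of 1 it was 0.995 for control replicates 1 and 3. Depth cannot be read from TPM, and low genes such as those under 1 TPM are limited by it to an unknown degree.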

Differences from the paper's values

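The paper reports 95 DE genes, from DESeq2 in a design with non-regenerating discs. Here 18 were called, by limma on log2(TPM + 1) without those discs, so the counts come from unlike tests. The paper reports 48 upregulated genes, where 12 were higher in the libraries labelled mutant, and 47 downregulated genes, where 6 were lower. With the direction of the labels exchanged, 6 of the called genes would be upregulated and 12 downregulated, and the 3 counts differ on that scale too. None of the alternatives set before the data were examined brought the counts to the paper's. The largest number among them was 35, without mutant replicate 1. The combined settings that reached 39 and 40 were chosen after the values were seen.
For the closest upregulated gene the paper gives 1.23 Mb, and the closest called gene that was higher lay 3.67 Mb away. Without mutant replicate 1 it was *CG42259* at 0.924 Mb, close to the paper's value, but this gene lies at the distance the paper gives for the closest downregulated gene. None of the other alternatives set before the data were examined closed the gap. For the closest downregulated gene the paper gives 923 kb, and the closest called gene that was lower lay 6170 kb away. In the direction of the labels, none of the alternatives set before the data were examined closed this gap. With the direction exchanged, the closest called genes would be 6.17 Mb away for the upregulated and 3.67 Mb for the downregulated genes. On that scale, the fit without mutant replicate 1, which was set before the data were examined, gives *CG42259* at 924 kb as the closest downregulated gene, against the paper's 923 kb. None of them brings the closest upregulated gene near the paper's 1.23 Mb on that scale.
The paper's Supplemental Table S4 lists *CR40469* and 46 other genes as lower in the mutants, and all 47 were higher in the libraries labelled mutant. The 48 genes it lists as higher were all lower in those libraries. In its text, the paper counts *NijA*, *Karl*, *Lgr4*, *Nep1* and *NT1* among the DE genes, and none of these 5 was called here. *Karl* was called with a pseudocount of 0.1, without mutant replicate 1 and with at least 1 TPM in 3 libraries. *Lgr4* was called with a pseudocount of 0.1, alone, with the mean-variance trend or with the replicate block, without mutant replicate 1, and with the trend and the block together. *NT1* was called without mutant replicate 1, with the replicate block, and with the block together with a pseudocount of 0.1 or the trend. *CG42259* was called without mutant replicate 1. The filter, the trend and the combined settings were chosen after the values were seen. In total 31 genes of the table that were not called were called under at least 1 of the 17 alternatives, and 46 were called under none. Those settings were a pseudocount of 0.1, no filter, the replicate block, and the fits without control replicate 2, mutant replicate 1 or mutant replicate 2. They also included, chosen after the values were seen, median-ratio scaling, at least 1 TPM in 3 libraries, and the 3 combined settings.
Supplemental Fig. S7 shows its highest R2 for control replicates 2 and 3. Here the highest value was 0.993, for the libraries labelled mutant replicates 2 and 3.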

Other observations

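The tests of an explanation in this part were chosen after the results were seen, except for the count of splits for the early downregulated lncRNAs.
The deleted gene and the genes of the paper's Supplemental Table S4 moved against the labels. All 95 genes of the table lay on the side opposite to their class, which is the pattern itself and no separate test of an exchange of the genotype labels of the 2 groups. A single library exchanged in each group would leave 1 library labelled mutant high in *CR40469*, but all 3 were above every library labelled control. Correct labels with a fold change taken as control over mutant would leave *CR40469* low in the libraries labelled mutant, where its log2 fold change was 2.43. Reads of *CR34335* that were assigned to *CR40469* would give at most 54.8 TPM in the libraries labelled mutant at the highest share seen in the others, and the lowest value there was 293.78 TPM. The ranking of R2 in Supplemental Fig. S7 is also the one obtained here with the groups exchanged. A deletion of the whole gene forbids the 293.78 to 535.93 TPM of *CR40469* in the libraries labelled mutant. These values argue against the labels of the 2 groups as given. An exchange of the labels of the 2 groups stays as the candidate explanation. No value independent of this pattern shows where such an exchange arose. Every direction given above is that of the labels.
*CR40469* was not at 0 in the libraries with its lower level, although its locus was deleted in one of the genotypes. If its reads there came from *CR34335*, the quotient of the 2 genes would vary less than *CR40469* itself. The highest quotient over the 3 libraries labelled control was 1.49 times the lowest, and *CR40469* ranged from 46.44 to 99.61 TPM over the same libraries. With 3 libraries this cannot be told apart from low expression of the gene, and reads shared between the copies may account for it.
The called genes were specific to the split by label. Only 1 of the 10 splits of the 6 libraries, the real one, gave 18 or more called genes, and the others gave 0. At an unadjusted p under 0.05, however, 3 other splits had more genes than the 388 of the real one, up to 1804 with control replicates 1 and 3 and mutant replicate 2 in one group. Unknown differences between single libraries are therefore broad, and the design with 10 splits cannot give a share under 0.10.
Genes with a low unadjusted p were more frequent on X. Only 1 of the 10 splits, the real one, gave as small a p in Fisher's exact test over genes with an unadjusted p under 0.01, although another split, with few such genes, gave an odds ratio of 2.83 over 19 genes. The expression level of X-linked genes does not explain the excess as a whole, because the Mantel-Haenszel odds ratio over 10 strata of mean expression was 2.36 (95% confidence interval 1.65 to 3.38). Variants linked to the deletion would make changed genes more frequent near *CR40469*. Of the 686 X-linked genes nearest to it, 27 were changed, and of the other 686, 21 were (odds ratio 1.30, 95% confidence interval 0.698 to 2.44, two-sided Fisher's exact test, p = 0.463). The interval includes both no excess and a clear excess near the deletion, so linked variants are neither shown nor excluded. An X chromosome of another origin over its whole length cannot be told apart from an effect of *CR40469* on X-linked genes, because the X chromosome and the genotype change together in this design.
Variants of the genetic background that span neighbouring genes would place changed genes side by side. Among the 55 genes with an unadjusted p under 0.001 there were 5 pairs within 100 kb, against a mean of 3.54 in 10000 random draws of as many genes (permutation test, p = 0.274). The pairs include *CR32205*, *CR32207* and *CR33940*, which lie within 63 kb of each other on 3L and were all higher in the libraries labelled mutant, and *CG11400* and *CG43103* on 2R, both higher. *CG3168* and *CR43496* on X went in opposite directions. The number of pairs is too small to decide, and a shared variant at the 3 genes on 3L may be looked for in the reads.
*p24-2* was near 0 in the libraries labelled mutant and at 42.3 TPM on average in the others. Reads assigned to its paralog *p24-1* instead would raise *p24-1* by as much as *p24-2* lost, which was 42.2 TPM. *p24-1* rose by 9.12 TPM with a standard error of 7.98, so the loss as a whole did not reappear there. Whether *p24-1* and *p24-2* share reads was not examined, and reads assigned to any other gene were not tested. A variant of the genetic background at *p24-2* and the overlapping *Unc-115b* may remain as a hypothesis, and no biological explanation was tested.
Both replicate 1 libraries had high levels of muscle genes and of some other lists. Of the 11 genes of the muscle list, 7 were highest in both, against 5.90% of all genes above 0, where 6.67% is given by chance. The pattern was not specific to muscle, since 7 of 20 genes of the damage response, 4 of 9 of haemocytes and 3 of 9 of fat body were also highest in both, and 0 of 15 of the ecdysone response. Muscle cells attached to the discs may account for the muscle genes and would leave the other lists open, but none of the 3 most abundant genes of the list, *Act57B*, *Act87E* and *Mlc2*, was highest in both. *Act57B* was at 23.41 and 19.20 TPM in control and mutant replicate 1, against 14.91 to 28.42 TPM in the others. *Act87E* was at 9.34 and 22.23 TPM against 12.44 to 24.30 TPM, and *Mlc2* at 24.03 and 15.75 TPM against 12.41 to 17.23 TPM. Their level in the other libraries could hide a small share of muscle cells. *Mhc*, a gene of low abundance here, was at 1.71 and 1.07 TPM against at most 0.16 TPM. Of the list, 5 genes had at least 1 TPM in every library, and *Act87E* is also in Supplemental Table S4. An earlier stage of the discs would leave most genes of the ecdysone response lowest in both replicate 1 libraries, which held for 5 of 15, against 4.39% of all genes. The genes of the pattern chose these tests, so neither explanation can be decided from them. *chinmo* was at 3.65 and 9.22 TPM in control and mutant replicate 1 and at most at 0.61 TPM in the other libraries. No design factor names the replicate 1 libraries, and no biological explanation was tested.
The lncRNAs that the paper's Supplemental Table S2 lists as downregulated early in regeneration, without *CR34335*, were lower in the libraries labelled mutant in limma's camera (p = 1.44e-08, 27 tested genes, median log2 fold change -0.20). The p was 0.0158 with an estimated correlation and 0.112 with fry. Of the 27 genes 10 were higher, 9 had an unadjusted p under 0.05 and none was called, and 2 of the 32 genes of the list are in Supplemental Table S4. Only 1 of the 10 splits, the real one, gave as small a p, but another split gave 2.91e-06. The early upregulated lncRNAs, without *CR40469*, had a p of 0.879 in limma's camera, 0.926 with an estimated correlation and 0.0335 with fry. Of their 20 tested genes, 8 were higher in the libraries labelled mutant, 7 had an unadjusted p under 0.05 and 2 were called, so that a mean over the list does not show that its members were unchanged. Of the 28 genes of this list, 6 are in Supplemental Table S4. In limma's camera the adjusted p was 0.799 for the damage response, 0.608 for the ecdysone response, 0.831 for haemocytes, 0.608 for muscle and 0.831 for salivary gland.
*CR34335* ranked 66, 95 and 73 by TPM in the libraries labelled control and 100, 101 and 102 in those labelled mutant. Of 87 genes of ribosomal proteins, 56, 76 and 60 were above it in the libraries labelled control and 77, 76 and 77 in those labelled mutant. The paper compares it with ribosomal genes in another data set (Supplemental Fig. S6B).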
